# An ancient and essential miRNA family controls cellular interaction pathways in *C. elegans*

**DOI:** 10.1126/sciadv.adz1934

**Published:** 2025-09-03

**Authors:** Emilio M. Santillan, Eric D. Cormack, Jingkui Wang, Micaela Rodriguez-Steube, Luisa Cochella

## Abstract

The transition from unicellular to multicellular life required the acquisition of coordinated and regulated cellular behaviors, including adhesion and migration. In metazoans, this involves adhesion proteins, signaling systems, and an elaborate extracellular matrix (ECM) that contributes to adhesion and signaling interactions. Innovations that enabled complex multicellularity occurred through new genes in these pathways, novel functions for existing genes, and regulatory changes. Gene regulation by microRNAs (miRNAs) expanded with multicellularity. A single miRNA, miR-100, arose in the last common eumetazoan ancestor and is widely conserved across animals. We reveal the molecular function of its *C. elegans* homolog, the miR-51 family. This family acts in a dose-dependent manner to control morphogenesis by regulating several genes involved in cell signaling, adhesion, and migration, including ECM modifiers—specifically heparan sulfate sulfotransferases (HSTs). Some of these targets are also predicted to be conserved targets across vertebrates. Our work suggests that this miRNA provided an innovation in the regulation of cellular interactions early in metazoan evolution.

## INTRODUCTION

MicroRNAs (miRNAs) provide a layer of posttranscriptional gene repression that is essential for animal development (*1*). The number of miRNAs expanded with various innovations during animal evolution, and extant animals express hundreds of miRNAs (*2*–*6*). About 30 miRNAs are conserved across bilaterians, but a single miRNA, miR-100, has remained conserved across eumetazoans (*6*) (animals with true tissues organized into germ layers, including bilaterians and cnidarians) (fig. S1A). Despite its conservation, the molecular function of miR-100 remains largely unknown. In *Drosophila*, deletion of the single copy of miR-100 does not cause overt defects (*7*). Vertebrates have multiple copies of miR-100 (*5*): There are two in birds, three in mammals, and four in fish (fig. S1B), and no complete deletion of this family in vertebrates has been reported to date. 

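In the WBcel235 assembly with the annotation of Ensembl release 115, mir-51 (WBGene00003279) lies on the minus strand of chromosome IV from 11026013 to 11026112, and its guide strand, miR-51-5p, from 11026074 to 11026096. mir-53 (WBGene00003281) lies on the same strand from 11027593 to 11027691, with miR-53-5p from 11027653 to 11027676, and 1480 bases separate the mir-51 and mir-53 hairpins. mir-52 (WBGene00003280) lies on the plus strand of chromosome IV from 14034008 to 14034107, with miR-52-5p from 14034024 to 14034047, and is 3006316 bases from mir-53. An exon of an annotated noncoding RNA gene overlaps mir-52 on the opposite strand. mir-54 (WBGene00003282), mir-55 (WBGene00003283) and mir-56 (WBGene00003284) lie on the minus strand of chromosome X from 13144996 to 13145094, from 13144827 to 13144924 and from 13144691 to 13144787. Their guide strands, miR-54-3p, miR-55-3p and miR-56-3p, are annotated from 13145011 to 13145034, from 13144842 to 13144864 and from 13144706 to 13144727. The cluster spans 404 bases, with 71 bases between mir-54 and mir-55 and 39 bases between mir-55 and mir-56. It lies within an intron of F09A5.3, a protein-coding gene on the opposite strand, and a further annotated miRNA, mir-55b, lies opposite mir-55. mir-57 (WBGene00003285), which is not a member of the family, lies on the minus strand of chromosome II from 7850499 to 7850597, with miR-57-5p from 7850559 to 7850582. The paper's text does not name the assembly or miRNA annotation against which small RNA reads were counted.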

In *Caenorhabditis elegans*, miR-51 is an ortholog of miR-100, and it forms a family with six members (miR-51 through miR-56) that share the seed sequence (nucleotides 2 to 8) and are expressed from four loci (Fig. 1A and fig. S1C). miR-51 is an ortholog of miR-100, while other family members probably arose by convergent evolution (*5*). Deletion of all six family members causes completely penetrant embryonic defects and lethality, which can be rescued by overexpression of any individual member, indicating that they act in a redundant manner (*8*, *9*). We thus used *C. elegans* not only to dissect the molecular function of miR-51/miR-100 but also to understand the need for multiple members of this family.

**Fig. 1.**
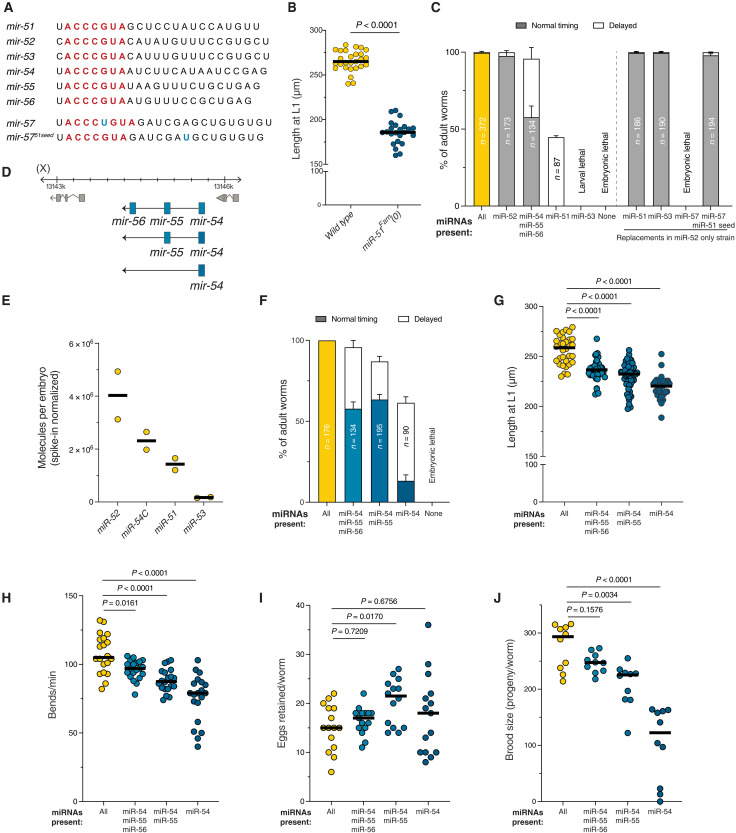
The miR-51 family controls multiple processes in a dose-dependent manner. (**A**) Alignment of the miR-51 family in *C. elegans.* (**B**) Length of L1 larvae at hatching in wild-type (WT) animals or animals with a complete miR-51 family deletion. *P* value from *t* test. Each dot represents one animal. (**C**) Viability measured as the number of animals reaching adulthood for strains in which all but one miR-51 family locus was deleted. Right of dashed line: Viability of animals in which all miR-51 family loci except miR-52 were deleted, but the miR-52 hairpin sequence was replaced by that of the indicated miRNAs. *n*, number of animals scored. Error bars are the SE of the proportion. (**D**) Schematic of the miR-54 cluster and the deletion series generated to isolate the contribution of dose from expression pattern. (**E**) Absolute abundance of each miRNA family member measured by small RNA sequencing using spike-ins. miR-54C denotes the sum of all three cluster members, miR-54, miR-55, and miR-56. (**F**) Viability measured as in (C) for strains with a decreasing dose of miR-51 family. (**G**) Length measured as in (B) for strains with a decreasing dose of miR-51 family. (**H**) Locomotion measured as bends per minute in a liquid drop for strains with a decreasing dose of miR-51 family. (**I**) Egg laying measured as retained eggs per animal for strains with a decreasing dose of miR-51 family. (**J**) Brood size for strains with a decreasing dose of miR-51 family. *P* values in (G) to (J) from analysis of variance (ANOVA) with multiple comparisons correction.

## RESULTS

Initial characterization of the miR-51 family (miR-51^Fam^) had revealed that complete loss of the family causes embryos to arrest during the elongation stage of morphogenesis, when the body of the worm lengthens to its final shape (*8*, *9*). A failure in attachment of the pharynx to the buccal cavity was also reported (*9*). We confirmed that about half of the animals die as arrested embryos (fig. S1D and movies S1 and S2). We found that the rest die shortly after hatching, and the larvae that do hatch are significantly shorter (Fig. 1B).

The redundancy of the six family members is, however, not complete. Individual loci have a quantitatively different ability to support function as measured by viability and body length [(*8*), Fig. 1C, and fig. S1E]. For example, the miR-52 locus was sufficient to produce fully viable worms of normal length, while animals with all family members deleted except for miR-53 died as larvae that were also short (Fig. 1C and fig. S1E). This differential activity could have three nonexclusive causes: differences in (i) miRNA sequences outside of the seed that may affect target specificity (*10*–*12*), (ii) expression pattern (*13*), and (iii) dose (*14*). To test the contribution of sequences beyond the seed, we took advantage of the strain that lives exclusively on miR-52 and replaced the endogenous miR-52 hairpin by the miR-51 or miR-53 hairpins, using CRISPR-Cas9. These two miRNAs, which are not sufficient to support development from their own loci, provided complete viability when expressed under the miR-52 regulatory sequences (Fig. 1C), and they also fully restored larval length (fig. S1E). 

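Small RNAs were sequenced from 8 strains with 2 independent libraries each, and every library was made from 50 embryos at the comma stage. The strains were the wild type N2, the miR-51 family null strain MLC1800, strains that keep the whole miR-54 cluster, miR-54 and miR-55 or miR-54 alone, and strains whose miR-52 hairpin was replaced by that of miR-51, miR-53 or miR-57 with the seed of miR-51. The authors deposited, for each library, the number of reads and of unique molecular identifiers (UMIs) counted on each miRNA strand, without normalization. A UMI is a stretch of random nucleotides in the adapter that marks a molecule before amplification, and the UMIs of reads that fit several miRNAs were divided among them, so that 6.72% of the values are fractions. The libraries held between 18481 and 844718 UMIs on miRNAs, with a median of 103072. By strain, the median was 537160 in wild type and ranged from 60305 in the strain with the miR-53 hairpin to 168435 in the miR-54 only strain. The deposited counts hold no spike-ins, so UMIs were converted to amol per μg of total RNA with the spike-in scale of data S1. Spike-ins were added per embryo, and the paper's text does not state the RNA content by which amounts were expressed per μg, so that the absolute scale rests on that of data S1. A UMI stood for between 0.159 amol per μg in wild type replicate 1 and 9.49 amol per μg in replicate 1 of the strain with the miR-53 hairpin, in which 533 spike-in UMIs were counted. The 16 libraries were fitted together with edgeR's quasi-likelihood test over the 162 strands with at least 10 UMIs in at least 2 libraries, with Benjamini-Hochberg adjustment. Each strain carried its own adapter barcode, so that barcode and genotype cannot be told apart. In the family null strain, miR-51, miR-52 and miR-53 were left at 0.416% ± 0.253, 0.380% ± 0.181 and 0.312% ± 0.0685 of their wild-type amounts (SD, n = 2), and miR-54, miR-55 and miR-56 at 6.59% ± 2.72, 7.44% ± 3.75 and 8.15% ± 3.36 (SD, n = 2). The log2 fold changes of the 6 guide strands lay between -8.27 and -3.62, with adjusted p-values from 7.51e-11 to 1.15e-06 in edgeR's test. MLC1800 also carries an extrachromosomal array with the miR-54 cluster, and the paper's text does not state whether the collected embryos lacked it.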

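miR-52 in wild-type embryos amounted to 22300.5 ± 7081 amol per μg of total RNA (SD, n = 2). miR-51 expressed from the miR-52 locus amounted to 49720 ± 15456 amol per μg (SD, n = 2), 2.23 ± 0.991 times the amount of miR-52 in wild type (SD propagated from both strains). Each library of this strain held more miR-51 than each wild-type library held miR-52, in 4 of 4 pairs (two-sided exact permutation test, p = 0.333, the smallest p that 2 libraries against 2 allow). miR-53 expressed from the miR-52 locus amounted to 31792 ± 14145 amol per μg (SD, n = 2), 1.43 ± 0.779 times the amount of miR-52 in wild type. It was higher in 3 of 4 pairs, a difference that does not exceed the spread between replicates (two-sided exact permutation test, p = 0.667). With each library left out in turn, the ratio ranged from 1.74 to 2.88 for miR-51 and from 0.977 to 1.87 for miR-53. Among the other scalings, TMM over the other miRNAs moved both ratios most, to 1.73 and 1.02, and for miR-53 this was less than leaving out replicate 1 of its strain did. With a correction for distinct molecules that share a UMI, chosen after seeing the data, the ratios were 1.86 and 1.11. This correction divides the reads by the reads per UMI of less abundant strands of the same library. Compared with the amounts from their own loci in wild type, miR-51 was 6.28 times as abundant (log2 fold change 2.65, standard error 0.41, adjusted p = 6.22e-05) and miR-53 33.9 times (log2 fold change 5.08, standard error 0.43, adjusted p = 7.45e-09), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.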

When expressed from the miR-52 locus, miR-51 and miR-53 achieved expression levels comparable to miR-52 (fig. S2A). We also replaced miR-52 by miR-57, another ortholog of miR-100 which differs by a single-nucleotide insertion in its seed and is thus not part of the family as it has different targets (Fig. 1A). Introduction of miR-57 did not support viability; however, converting the seed to that of miR-51 was sufficient to fully restore development, including viability and length (Fig. 1, A and C, and fig. S1E). Thus, differences in 3′ sequence alone do not account for functional differences among family members, and the miR-51^Fam^ exerts its function by regulating seed-matched targets.

The severity of the defects observed in the presence of individual miR-51^Fam^ members correlated with the dose of each miRNA, which we measured by small RNA sequencing with spike-ins for absolute quantification (Fig. 1, C and E, and figs. S1E and S2) (*15*, *16*). 

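In wild-type embryos, the 6 guide strands together amounted to 43957 ± 11577 amol per μg of total RNA (SD, n = 2). The miR-52 locus gave 50.4% ± 2.85 of this total, the miR-54 cluster 29.4% ± 1.76, miR-51 18.1% ± 0.797 and miR-53 2.17% ± 0.290 (SD, n = 2). The miR-54 cluster gave 12805 ± 2626 amol per μg as the sum of its members, miR-51 7913 ± 1746 and miR-53 939 ± 124 (SD, n = 2). Within a library, where the spike-in scale cancels, miR-52 was 1.72 ± 0.200 times as abundant as the cluster, the cluster 1.62 ± 0.0258 times as abundant as miR-51, and miR-51 8.38 ± 0.750 times as abundant as miR-53 (SD, n = 2). miR-52 exceeded miR-53 by a factor of 23.5 ± 4.44 (SD, n = 2). The order of the 4 loci was the same in both libraries. With reads in place of UMIs, miR-52 was 2.17 times as abundant as the cluster and 31.5 times as abundant as miR-53. miR-52 had 1.64 reads per UMI in wild type replicate 1, against 1.06 for less abundant strands of the same library. No library in the files comes from a strain that keeps the miR-51, miR-52 or miR-53 hairpin alone at its own locus, and the wild-type amount stands for the dose of each locus.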

All family members are broadly expressed [(*9*, *17*) and fig. S1F]. However, because they are expressed from different loci and likely have differences in pattern, we sought to disentangle dosage and pattern directly. To this end, we took advantage of the miR-54 cluster, which produces three miRNAs from a single transcript (−54, −55, and −56), in practically stoichiometric amounts (data S1 and fig. S2B). 

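In wild-type embryos, miR-54 amounted to 3489 ± 688 amol per μg of total RNA, miR-55 to 4570 ± 997 and miR-56 to 4746 ± 941 (SD, n = 2). Within a library, the ratio of miR-55 to miR-54 was 1.31 ± 0.0283 and that of miR-56 to miR-54 was 1.36 ± 0.00170 (SD, n = 2). With reads in place of UMIs, the ratios in wild type were 1.39 and 1.4. In the strain that keeps only the miR-54 cluster, the amounts were 5421 ± 354 amol per μg for miR-54, 6781 ± 336 for miR-55 and 5931 ± 833 for miR-56 (SD, n = 2). The ratios there were 1.26 ± 0.144 for miR-55 to miR-54 and 1.1 ± 0.226 for miR-56 to miR-54, the latter being 0.942 in replicate 1 and 1.26 in replicate 2. Each member was more abundant in this strain than in wild type, by factors of 1.55 ± 0.323, 1.48 ± 0.332 and 1.25 ± 0.304 for miR-54, miR-55 and miR-56. These increases did not pass the threshold (adjusted p = 0.739, 0.841 and 0.995 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the strain with miR-54 and miR-55 only, miR-54 amounted to 2908 ± 141 amol per μg and miR-55 to 4565 ± 194, a ratio of 1.57 ± 0.143 (SD, n = 2).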

Starting with a strain that only had the miR-54 cluster (i.e., miR-51, miR-52, and miR-53 deleted), we used CRISPR-Cas9 to generate a deletion series of the cluster members to reduce dose while keeping expression pattern constant (Fig. 1D). We confirmed the progressive decrease in dosage by small RNA sequencing (fig. S2B) and observed that viability and length in these strains follow a dose-dependent relationship with the total amount of miRNA from the miR-51^Fam^ (Fig. 1, F and G). 

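The guide strands of the members that each strain keeps summed to 18133 ± 815 amol per μg of total RNA in the miR-54 cluster only strain, 7473 ± 52.6 in the miR-54 and miR-55 only strain and 7978 ± 3402 in the miR-54 only strain (SD, n = 2). The strain with miR-54 and miR-55 held 0.412 ± 0.0187 of the total of the cluster strain, and the miR-54 only strain 0.440 ± 0.189. Both were lower in 4 of 4 pairs of libraries (two-sided exact permutation test, p = 0.333, the smallest p that 2 libraries against 2 allow). The total of the miR-54 only strain relative to the miR-54 and miR-55 only strain was 1.07 ± 0.455, higher in 2 of 4 pairs (two-sided exact permutation test, p = 1). Replicate 1 of the miR-54 only strain, with 10383.5 amol per μg, decides this ratio, since replicate 2 held 5573 amol per μg and the ratio without replicate 1 was 0.746. Across the 3 strains, 10 of 12 pairs of libraries decreased in the order of the deletions (one-sided exact Jonckheere-Terpstra permutation test, p = 0.0889, where the smallest possible is 0.0111). Scaled to the sum of the other miRNAs, the totals were 16979 ± 1277, 7640 ± 585 and 6262 ± 961 amol per μg (SD, n = 2), and 12 of 12 pairs decreased. miR-54 alone was 2.74 ± 1.18 times as abundant in the miR-54 only strain as in the miR-54 and miR-55 only strain (log2 fold change 1.46, standard error 0.34, adjusted p = 0.0207 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 4 of 4 pairs, and 2.10 times when scaled to the sum of the other miRNAs. In the miR-54 and miR-55 only strain, miR-54 was 0.536 ± 0.0437 and miR-55 0.673 ± 0.0439 of the cluster only strain. Each was higher in 0 of 4 pairs, but neither fall passed the threshold (adjusted p = 0.328 and 0.601 in edgeR's test). The lower total of that strain thus includes lower measured amounts of both kept members. Fig. S2B plots a single value for the miR-54 only strain. For viability and length in these strains (Fig. 1, F and G), the paper reports a dose-dependent relation to the family total.

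**Figure D1:**
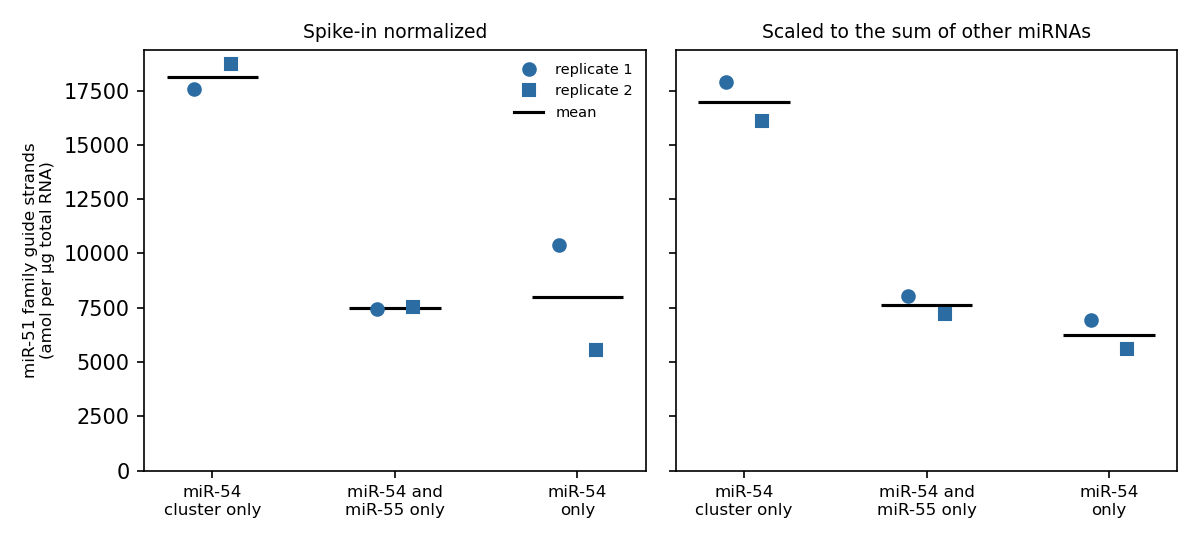
Sum of the guide strands that each deletion strain keeps, in amol per μg of total RNA, per library (circle, replicate 1; square, replicate 2) with the mean of 2 libraries (line). On the left, the spike-in normalized replicates of the miR-54 only strain lie at 10383.5 and 5573, on either side of the miR-54 and miR-55 only strain, and on the right, scaled to the sum of other miRNAs, both lie below it.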

We also tested the effect of increasing the level of the lowly expressed miR-53 in the strain that contains only the miR-53 locus, by injecting extra copies of this locus (including its own promoter) as an extrachromosomal element. Increasing the copy number of miR-53 was sufficient to restore viability and length (fig. S2C). While we cannot exclude that differences in expression pattern of the various members also affect specific functions, we conclude that the miR-51^Fam^ acts in a dose-dependent manner, through seed-matched targets.

While analyzing the deletion series with reduced miRNA dose, we observed that the larvae and adults displayed various pleiotropic phenotypes. Specifically, they had decreased brood sizes, abnormal egg laying causing them to retain eggs in the uterus, and abnormal locomotion, which we quantified in a thrashing assay. All observed phenotypes were also dependent on the miR-51^Fam^ dose (Fig. 1, H to J). These phenotypes do not seem to be caused by loading of nonspecific small RNAs into Argonaute, which could have been expected from an increase of Argonaute:miRNA ratio (*18*, *19*), as the absolute number of non-miRNA mapping small RNAs was not increased in any mutant strain (fig. S2D). 

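The 354 miRNA strands outside the miR-51 family that were counted in any library summed to 106071 ± 13243 amol per μg of total RNA in wild type (SD, n = 2). In the family null strain the total was 0.763 ± 0.105 of wild type, lower in 4 of 4 pairs of libraries (two-sided exact permutation test, p = 0.333, the smallest p that 2 libraries against 2 allow). The totals of the other strains were 0.828 to 1.24 of wild type, with p-values from 0.333 to 1 in the same exact test. The 8 guide strands of miR-35 to miR-42, another essential family, amounted to 54947 ± 6924 amol per μg in wild type and to 0.761 ± 0.101 of that in the null strain. Of these other strands, 150 had enough UMIs to be tested one by one. The median log2 fold change of the 150 was -0.33 in the null strain, -0.34 with the miR-57 hairpin, -0.13 with miR-54 and miR-55 only, 0.13 in the cluster only strain, 0.26 with the miR-53 hairpin, 0.29 with the miR-51 hairpin and 0.51 in the miR-54 only strain.

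In the null strain, 143 of the 150 strands were not called at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1 was higher and 6 were lower. Relative to the median, miR-62-5p changed by -2.51 (standard error 0.58, adjusted p = 0.00127), miR-86-3p by -1.73 (standard error 0.52, adjusted p = 0.00962) and miR-228-3p by -1.42 (standard error 0.49, adjusted p = 0.0211) on the log2 scale, where the standard error and p are those of the change before the median is taken off. miR-70-3p rose by 2.85 relative to the median (standard error 0.72, adjusted p = 0.0248), from 9.20 and 10.3 amol per μg in the wild-type libraries to 45.2 and 66.7. With each library left out in turn, the log2 fold changes before the median was taken off ranged from -3.79 to -2.28 for miR-62-5p, from -2.65 to -1.64 for miR-86-3p, from -2.29 to -1.36 for miR-228-3p and from 2.21 to 2.77 for miR-70-3p, against -2.84, -2.05, -1.75 and 2.52 with all libraries. With only the libraries of the null strain and wild type in the fit, 18 strands were called, 6 higher and 12 lower. The same kind of fit called 10 strands (8 higher, 2 lower) in the cluster only strain and 21 (2 higher, 19 lower) with the miR-57 hairpin. In the fit of all 16 libraries, no strand was called in the cluster only strain or with the miR-57 hairpin. There, 6 and 13 strands had an unadjusted p under 0.05. The miR-54 and miR-55 only strain had 1 called strand, miR-70-3p, the miR-54 only strain 10, and the strains with the miR-51 and miR-53 hairpins 4 each, all of them higher than wild type on the spike-in scale. In these 4 strains miR-70-3p was higher by 3.03 to 3.95 relative to the median on the log2 scale. Before the median was taken off, it was higher by 4.46 in the miR-54 only strain and 3.29 with the miR-53 hairpin, and by 2.99 and 2.10 without replicate 1 of the strain. In the miR-54 only strain, miR-85-3p and miR-84-5p were higher by 4.38 and 3.42, and by 0.39 and 0.52 without replicate 1. On simulated libraries of this size, between 11.1% and 26.7% of 2-fold changes and between 46.9% and 79.2% of 4-fold changes were recovered, so that changes of 2-fold in single strands were mostly not detectable at this depth and number of libraries.

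**Figure D2:**
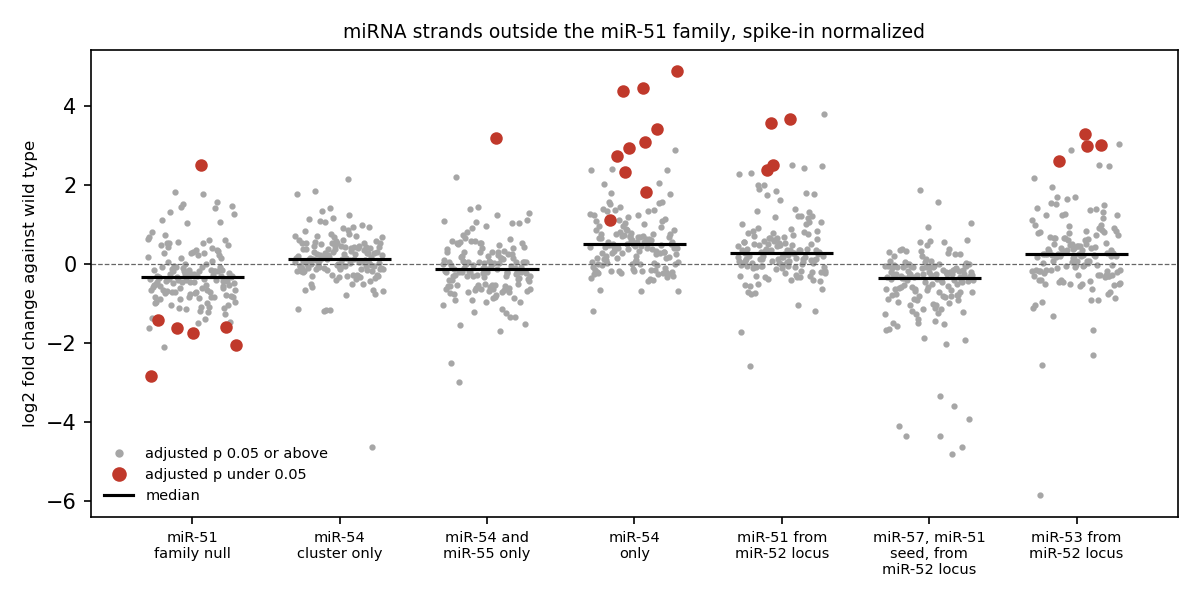
Spike-in normalized log2 fold change against wild type of 150 miRNA strands outside the miR-51 family, with 1 point per strand in each of the 7 mutant strains, red where the adjusted p is under 0.05, and the median as a line. The null strain has 6 red points below its median and 1 above, and the 10 red points of the miR-54 only strain lie above 0.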

The observed defects are also not due to misexpression of other miRNAs as their absolute numbers were unchanged (fig. S2E). Therefore, the dose-dependent function of the miR-51^Fam^ affects diverse organismal processes.

The functional targets of the miR-51^Fam^ remain unknown. One target has been proposed to be regulated by miR-51^Fam^, the atypical cadherin *cdh-3/FAT4*, but the functional consequence of this regulation is unclear (*9*). To find the targets that are regulated by the miR-51^Fam^ and are responsible for the broad range of observed defects, we first performed a Gene Ontology analysis of the 293 targets predicted by TargetScanWorm 6.2 (*20*), which considers binding site conservation across nematodes. This revealed a strong enrichment for putative targets involved in morphogenesis, acting primarily in the cell membrane or periphery, and with a specific enrichment for heparan sulfate sulfotransferases (HSTs), enzymes involved in modification of heparan sulfate proteoglycans (HSPGs) (Fig. 2A).

**Fig. 2.**
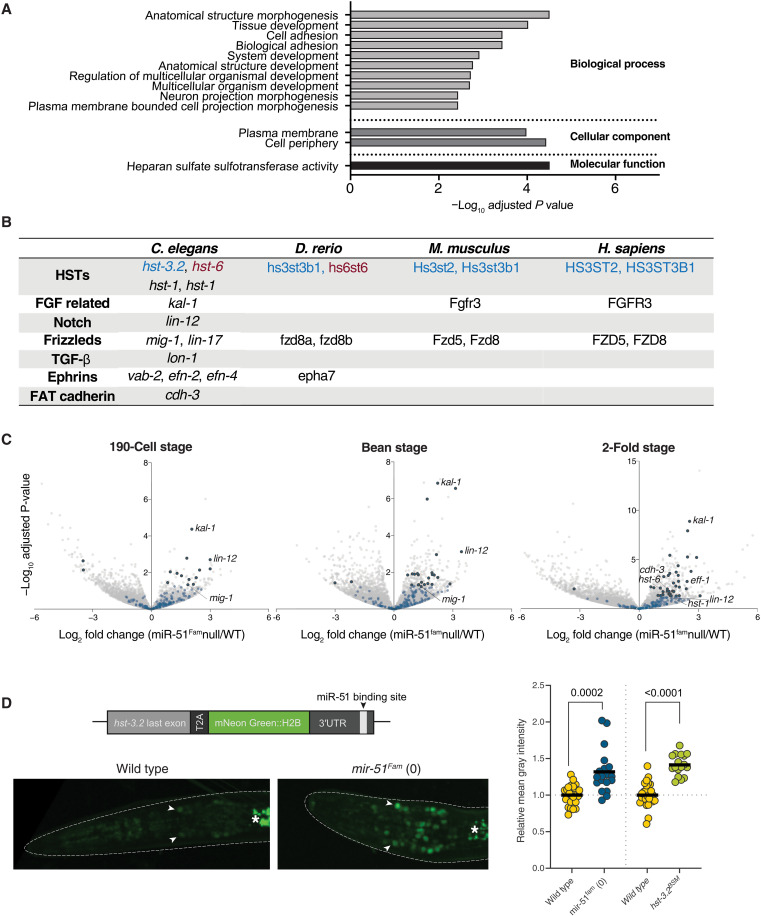
The miR-51 family targets conserved genes involved in signaling and ECM modification. (**A**) GO term enrichment analysis performed on all 293 targets predicted by TargetScanWorm. (**B**) Targets predicted by TargetScan across diverse species. Ortholog pairs are shown in the same color. FGF, fibroblast growth factor; TGF-β, transforming growth factor–β. (**C**) RNA-seq analysis comparison between WT and miR-51 family null embryos at the indicated stages. Targets predicted by TargetScan are in light blue. Predicted targets that are significantly deregulated are in dark blue. (**D**) Target validation strategy: Schematic of the endogenous reporter for *hst-3.2* generated by CRISPR-Cas9, including a nuclear localized fluorophore separated from the protein of interest by a 2A peptide. Targeting was validated by crossing this reporter to the complete miR-51 family deletion and measuring fluorescence. We also introduced mutations in the predicted miR-51 binding sites to test whether they directly control expression of these genes. Representative images and quantification are shown (*P* values from *t* test, each dot is one animal). Arrowheads mark example nuclei with reporter expression; asterisks mark autofluorescence of gut granules.

Given the deep conservation of miR-51/miR-100 and the fact that other conserved miRNAs have preserved certain targets across long phylogenetic distances [e.g., *let-7* (*21*–*23*) and miR-1 (*24*)], we analyzed conservation of target predictions by TargetScanFish, Mouse and Human (Fig. 2B) (*25*). This revealed that direct orthologs of two types of HSTs are also predicted targets of miR-100 across diverse vertebrates: HS3STs catalyze 3-*O*-sulfation of HSPGs and are predicted targets in worms, fish, and mammals, and HS6STs catalyze 6-*O*-sulfation and are predicted targets in worms and fish. Such conservation is not expected to occur by chance. In addition, we observed that some metazoan-specific signaling pathways that are crucial for development are predicted targets of miR-51/miR-100. For example, miR-51/miR-100 is predicted to target two paralogs of Frizzled receptors, which mediate Wnt signaling, in worms (*mig-1/FZD4* and *lin-17*) and in vertebrates (*FZD5* and *FZD8*) (Fig. 2B).

Three other crucial cell communication pathways for embryonic development are also predicted targets in *C. elegans*. First, three of four ephrin genes in *C. elegans* (*vab-2*/*EFNB1*, *efn-2*/*EFNB3*, and *efn-4*/*EFNB1*) are predicted targets of the miR-51^Fam^ and have been implicated in regulation of morphogenesis (*26*). An ephrin paralog, *epha7*/*EPHA7*/*vab-1*, is also a predicted target in zebrafish (Fig. 2B). Second, *kal-1/ANOS1*, an extracellular protein that has been implicated in cell adhesion and neuronal migration and acts as a coreceptor for fibroblast growth factor (FGF) signaling together with HSPGs (*27*–*29*), is a conserved target of the miR-51^Fam^ in nematodes. KAL-1 also plays roles in cell migration and morphogenesis in parallel to the ephrin/Eph pathway in *C. elegans* (*30*). Third, *lin-12/NOTCH* is one of two Notch receptors in *C. elegans*, a key component of a critical signaling pathway during animal development and a conserved predicted target of the miR-51^Fam^ in nematodes.

To validate these predictions, we performed mRNA sequencing at three defined developmental time points in wild-type and miR-51^Fam^ null embryos. We expected that loss of repression could result in increased mRNA levels of regulated targets (Fig. 2C and fig. S3A). Fifty-one of 293 predicted targets of miR-51 displayed increased mRNA abundance (log fold change > 2, *P* < 0.05), for at least one time point, in embryos lacking the complete miR-51 family (Fig. 2C and data S2). Among these, *hst-1* and *hst-6* were significantly up-regulated. So were *mig-1/FZD4*, *kal-1/ANOS1*, *lin-12/NOTCH*, *cdh-3*/*FAT4* (Fig. 2C, fig. S3B, and data S2). While *hst-3.2* did not reach statistical significance, it also exhibited a trend toward up-regulation in the mutant embryos at all three time points (fig. S3B). This apparent up-regulation was confirmed by introducing a T2A::mNeonGreen::H2B cassette in the endogenous *hst-3.2* locus using CRISPR-Cas9, which allowed us to measure the combined impact of miRNA regulation at the mRNA and protein levels. Expression from this locus was derepressed in miR-51–deficient animals, or upon mutation of the single miR-51 binding site in the *hst-3.2* 3′ untranslated region (3′UTR; Fig. 2D). Therefore, *hst-3.2* is a direct target of the miR-51^Fam^ in *C. elegans.* We also validated that *kal-1/ANOS1* and *lin-12/NOTCH* are direct targets of miR-51 using analogous endogenous reporters generated by CRISPR-Cas9 (fig. S3C). All binding site mutations (BSMs) consisted of precise repair products such that introducing a heterologous miRNA that restores complementarity to the mutant binding site, under the miR-52 promoter, was sufficient to restore repression (fig. S3D). Thus, *kal-1* and *lin-12* are also directly repressed by miR-51^Fam^.

The signaling pathways under miR-51/miR-100 control are metazoan innovations that enable patterning of tissues and organs (*31*). Signaling via these pathways depends on the extracellular matrix (ECM), including HSPGs and their sulfation status (*32*, *33*). It has been proposed that evolution of a metazoan-specific ECM has facilitated the establishment of diffusion gradients that facilitate formation of complex tissues and body plans (*34*). Thus, we hypothesized that regulation of ECM composition and key developmental signaling and adhesion pathways by miR-51/miR-100 could explain the embryonic requirement for this miRNA, as well as the pleiotropic phenotypes in *C. elegans* caused by decreased dose of this miRNA family.

To test this hypothesis, we explored more extensively the role of the miR-51^Fam^ in cell adhesion and signaling. We examined two developmental contexts in which composition of the ECM and activity of key signaling pathways are essential: (i) elongation during morphogenesis (*35*) and (ii) cell migrations during development (*36*, *37*). *C. elegans* elongation during embryogenesis relies on transmission of muscle-generated forces to the epidermis and cuticle via hemidesmosome like structures known as fibrous organelles (FOs), which connect both tissues through the ECM (Fig. 3A) (*38*). We thus examined the integrity of the FO using a well-validated antibody against VAB-10A (*39*), a spectraplakin family protein that is an essential component of this structure and is not a target of miR-51^Fam^. Western blot analysis showed that VAB-10A abundance decreases with the dose of miR-51^Fam^ (Fig. 3, B and C), suggesting a dosage-dependent disruption of connections between muscle and hypodermis. Consistent with this, we observed breaks in the continuity of the connection between these tissues in 25 of 62 (40%) of early embryos both by immunostaining with the same antibody and with a VAB-10::GFP endogenous reporter (Fig. 3D). Weak loss of function alleles of *vab-10* causes elongation defects similar to what we observe (*40*). We found that muscle differentiation and localization in embryos lacking miR-51^Fam^ looked normal, ruling out a failure in force generation (fig. S4). The distribution of the HSPG UNC-52/perlecan in the basal membrane underlying muscle cells also seemed normal (fig. S4), although differences in sulfation status are not expected to affect this. Overall, we conclude that loss of the miR-51^Fam^ most likely causes a defect in muscle and epidermis attachment that could explain, at least in part, the observed elongation failure during embryogenesis. This defect is reminiscent of that observed in *C. elegans* embryos lacking the two miRNA-loading Argonaute proteins (*41*), consistent with our previous observation that the miR-51^Fam^ explains a large part of the requirement for miRNAs in the *C. elegans* embryo (*16*).

**Fig. 3.**
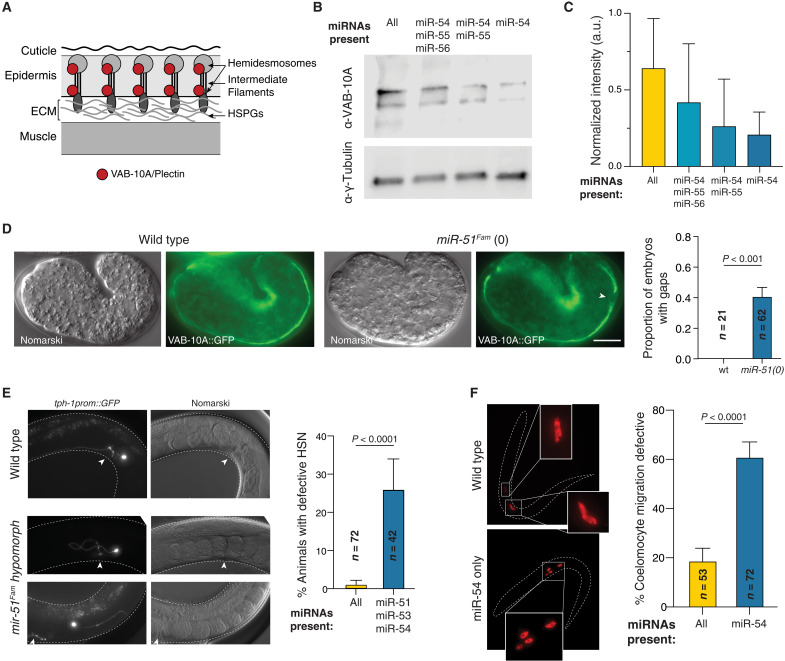
The miR-51 family is necessary for developmental processes that require intercellular communication and adhesion. (**A**) Schematic of the hemidesmosome-like connection between muscle and epidermis that is necessary for successful embryo elongation. (**B**) Western blot using an antibody against VAB-10A on lysates from L4 larvae carrying decreasing dose of miR-51 family. (**C**) Quantification of three independent Western blots. Plotted are mean and SD. a.u., arbitrary units. (**D**) Representative images of VAB-10A::GFP distribution in WT and miR-51^Fam^ null embryos. Arrowhead marks abnormal gap in the otherwise continuous signal. Quantification of such abnormal gaps is shown. Error bars are the SE of the proportion; *P* value from χ^2^ test. (**E**) Representative images of HSN neuron position and projection relative to the vulva (white arrowhead) and quantification of the observed defects in animals with decreased miR-51. The HSN is visualized by expression of the terminal marker *tph-1prom::gfp*. Error bars are the SE of the proportion; *P* value from χ^2^ test. (**F**) Coelomocyte migration and attachment defects visualized by expression of the terminal marker *unc-122prom::mCherry.* Error bars are the SE of the proportion; *P* value from χ^2^ test.

The second developmental process in which the importance of signaling gradients and ECM composition have been well documented is cell migration (*36*, *37*). We first examined the migration and axonal morphology of the neurons that innervate the vulva muscles, the hermaphrodite-specific neurons (HSNs). These neurons are born in the tail of the animal and migrate during embryogenesis to the mid-body (*42*). They later innervate the vulva and send a projection to the head where they connect with the nerve ring, ultimately controlling egg laying (*42*). HSN development is influenced by a variety of genetic pathways including cell signaling proteins and axon guidance mechanisms (e.g., MIG-1/Frizzled, UNC-6/Netrin, UNC-40/DCC, and others) (*42*) and the modification of HSPGs (*43*–*46*). We observed that even partial loss of the miR-51^Fam^ caused severe migration and axon pathfinding defects in the HSNs (Fig. 3E). We also examined the migration of another cell type that is unrelated to the HSNs both in terms of function and lineage origin: two coelomocyte mothers migrate during embryogenesis to occupy stereotypic positions and divide symmetrically to give rise to two coelomocyte pairs that remain attached or very close to one another. Coelomocyte migration is also dependent on HSPGs (*43*). We observed that with a decreased dose of the miR-51^Fam^, the coelomocytes fail to reach their stereotypic positions, and the members of each pair detach from one another (Fig. 3F). In conclusion, the miR-51^Fam^ is necessary for various developmental processes that depend on regulated cell adhesion and signaling.

To directly link the deregulation of specific targets to the observed phenotypes, we introduced binding site mutations (BSMs) in 12 targets involved in signaling and ECM modification introduced above (Fig. 2B and fig. S5A). We also included *eff-1* as a high priority candidate, as it is significantly derepressed upon loss of miR-51^Fam^ (fig. S3B), it mediates various membrane remodeling events (*47*), and it physically interacts with VAB-10A/spectraplakin (*48*). The expectation is that if deregulation of these targets is responsible for the observed defects upon loss of miR-51^Fam^, removing the miR-51 binding sites in their 3′UTRs (in an otherwise miR-51^Fam^ wild-type background) should result in the same defects. We generated all BSMs using CRISPR-Cas9 in a wild-type background, and in each case selected for precise repair products that changed the miR-51 binding sites to generate a binding site for *lsy*-6, a miRNA that is expressed in a single *C. elegans* neuron and whose biology is very well understood (fig. S5B) (*49*). This would enable a later rescue experiment of any potential defect by expressing *lsy-6* under the miR-52 promoter (fig. S5B). We first generated two strains with three BSMs each (3xBSM), one with all the ephrins mutated (*vab-2*, *efn-2*, and *efn-4*) and another containing BSMs in *hst-3.2*, *hst-6*, and *kal-1*. We crossed these two to generate a strain with BSMs in six target genes (6x). Because of constrains imposed by linkage of the various targets, we then performed sequential CRISPR-Cas9 edits to introduce BSMs in *eff-1* (7x), *hst-1*/*NDST* (8x), *hst-2*/*HS2ST1* (9x), *lon-1* (10x), *lin-12/NOTCH* (11x), *mig-1*/*FZD4* (12x), and, lastly, *cdh-3*/*FAT4* (13x).

We found that whereas these targets explain only a fraction of the short length of the animals at hatching (Fig. 4A, compare to Fig. 1), the derepression of multiple targets cumulatively phenocopied the defects in locomotion and egg laying that we saw upon loss of miR-51^Fam^ [Fig. 4 (B and C), compare to Fig. 1 (H and I)]. Because of the way these strains were constructed, we could not assess the contribution of each individual target or the large number of possible target combinations. However, we attempted to further dissect the contributions of subsets of targets by outcrossing the 13xBSM strain and recovering different mutant combinations (which was somewhat limited by linkage; fig. S5A). We separated a few different mutant combinations and measured egg retention (fig. S5C) and locomotion (fig. S5D), but we also crossed in an HSN marker to be able to score HSN migration. We observed that derepression of selected targets also phenocopied the HSN migration defects (Fig. 4D). This analysis also revealed that although addition of BSMs in *lin-12/NOTCH* and *cdh-3/FAT4*, to generate the 11x and 13xBSM strains, contributed to the different measured phenotypes, they are not sufficient to cause the observed defects when outcrossed from the 13xBSM strain (Fig. 4D and fig. S5, C and D). This means that it is the combined derepression of multiple targets, including but not limited to these 13 genes, that explains the defects observed upon loss of the miR-51^Fam^. We thus established a causal relationship between small effect increases in gene expression and large effect organismal defects.

**Fig. 4.**
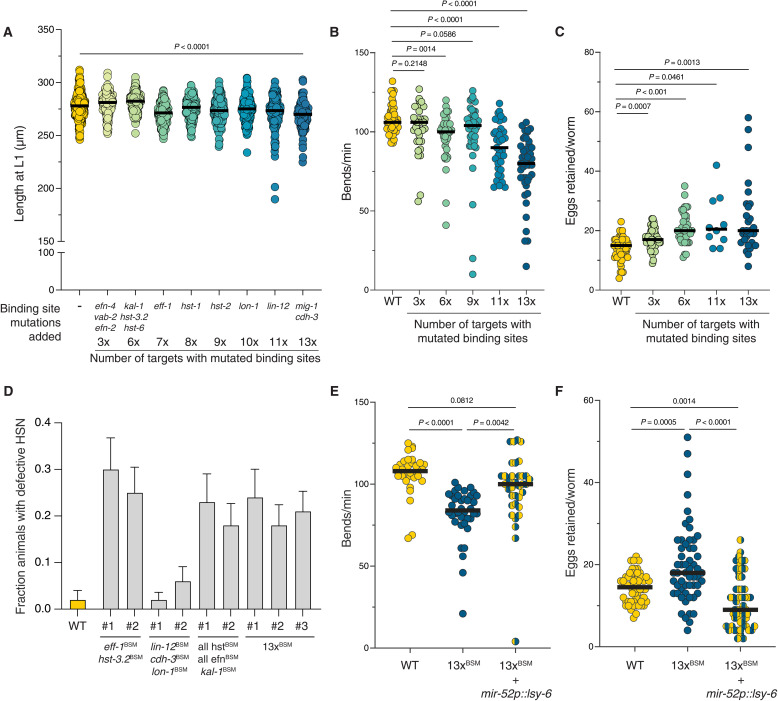
Multiple targets cumulatively explain miR-51 family function. (**A**) Length at L1 measured in the series of strains with progressive addition of BSMs. The names of the genes below each dataset indicate those in which BSMs were added relative to the previous dataset, e.g., the 7x strain has BSMs in *efn-4*, *vab-2*, *efn-2*, *kal-1*, *hst-3.2*, *hst-6*, and *eff-1. P* values in all panels from ANOVA with multiple comparisons correction. In all plots, each dot represents one animal. (**B**) Locomotion measured in the series of strains with progressive addition of BSMs. The numbers correspond to the same genotypes of the strains shown in (A). (**C**) Egg laying measured in the series of strains with progressive addition of BSMs. The numbers correspond to the same strains shown in (A). (**D**) HSN migration and axon pathfinding defects in strains with diverse combinations of BSMs obtained by outcrossing the 13x strain with a strain containing the *tph-1prom::gfp* reporter used to visualize the HSN. We recovered strains with the indicated genes containing BSMs and all others WT. Error bars represent the SE of the proportion. *n* > 45 animals per genotype. (**E**) Rescue of the locomotion defect observed in the 13xBSM strain by transgenic expression of a miRNA that binds the mutant binding sites, under the miR-52 promoter. (**F**) Rescue of the egg laying defect observed in the 13xBSM strain by transgenic expression of a miRNA that binds the mutant binding sites, under the miR-52 promoter.

We could confirm that the observed phenotypes are specifically caused by the introduced BSMs and not by other mutations that may have occurred during the various gene editing rounds. Expression of *lsy-6*, the miRNA that binds to the mutated binding sites in all 13 targets (fig. S5B), under the miR-52 promoter, was sufficient to rescue the locomotion and egg laying defects (Fig. 4, E and F).

## DISCUSSION

In sum, our work shows that the miR-51/miR-100 miRNA family is required for regulation of multiple targets involved in cell-cell interactions. miRNA-mediated regulation of ECM components or their modifiers appears to be an advantageous evolutionary strategy. Multiple enzymes involved in glycosylation are predicted targets of miRNAs (*50*). The vertebrate-specific miR-223 controls N-glycan biosynthesis in endothelial cells in zebrafish, where it is necessary for differentiation of hematopoietic stem cells, likely through the regulation of signaling pathways such as Notch (*51*). Moreover, loss of miR-79 in *C. elegans* results in a strong reduction in HSPG biosynthesis, and thus neuronal migration defects, by regulating enzymes involved in early proteoglycan biogenesis (*44*).

The dose-dependent function of the miR-51^Fam^ argues that one or more targets are exquisitely dosage sensitive. Several signaling pathways display Goldilocks effects with too much or too little signaling being detrimental. Adhesion forces during development also need to be finely tuned, for example, during worm elongation (*38*). The Kallmann syndrome protein ANOS1/KAL-1, one of the targets we validated in this study, seems to be dosage sensitive in worms and humans. In *C. elegans*, both loss of function of *kal-1* and its transgenic overexpression (although at levels higher than those induced by loss of miR-51) cause neuronal wiring defects that are dependent on HSPG sulfation (*27*–*29*). In humans, loss of function of ANOS1 causes neuronal migration defects that result in Kallmann syndrome, but a microduplication that causes overexpression of ANOS1 also seems to cause disease (*52*). Our work suggests that targets of the miR-100/miR-51 family are dosage-sensitive genes.

The dosage sensitivity of the miR-51^Fam^ also provides an opportunity for evolutionary diversification of gene regulation. Given the expression of family members from different loci, it is possible that tissue- or stage-specific modulation of total miR-51^Fam^ miRNA levels contributes to variation in target repression in a context-specific manner. Moreover, variation of number and strength of miRNA binding sites could result in increasingly complex patterns of regulation. Future studies focusing on the spatial, temporal, and interspecies variation in target sites could further illuminate the developmental function and evolutionary impact of this deeply conserved miRNA family.

The targets we have identified explain a substantial fraction but not the complete set of phenotypes caused by loss of the miR-51 family. Specifically, whereas we see a trend for impaired elongation in the 13xBSM strain (Fig. 4A), we do not observe the severe embryonic morphogenesis defect present upon loss of the complete family (Fig. 1B, fig. S1D, and movie S2). We considered the possibility that more severe defects could be indirect. Specifically, due to gain of function of other miRNAs or other small RNAs as a consequence of the loss of an abundant miRNA family, given that an excess of empty Argonaute could result in loading of aberrant small RNAs (*19*). However, this is unlikely to explain the miR-51 mutant defects as absolute quantification of small RNAs did not reveal changes in the abundance of other miRNAs or of non-miRNA–derived small RNAs (fig. S2, D and E). We thus conclude that other functionally relevant, direct targets of the miR-51 family remain to be identified.

Defects caused by overexpression of a gene are generally interpreted as gain of function due to excess of the gene’s wild-type activity, either in their endogenous context or due to gain of ectopic expression. However, increased protein expression can also cause loss-of-function phenotypes. For example, derepression of V–adenosine triphosphatase (ATPase) subunits upon loss of miR-1 causes loss of function of the V-ATPase complex due to assembly defects (*24*). Our findings provide a paradigm to further study how seemingly modest changes in gene expression caused by miRNA deletions (as measured by mRNA sequencing and endogenous reporters) can result in substantial cellular and organismal defects.

Known essential miRNAs for animal embryogenesis—miR-430 in zebrafish (*53*), miR-35 and miR-51 in *C. elegans* (*8*, *9*) and miR-305 and miR-290 in mice (*54*)—occur in multimembered families, many of them reaching very high levels in the embryo. In contrast to miRNA families like *let-7*, which are composed of members that have acquired different targeting specificities and thus distinct functions (*55*), our data suggest that achieving high dose explains a large part of the need for miR-51 family expansion. A high expression level may be required to achieve sufficient concentration in the rather large early embryonic cells in some animals (*56*). The need for high dose may also be driven by the existence of multiple targets or few targets present at high concentration.

The predicted conservation of targets in other organisms suggests that the function of miR-51^Fam^ has been conserved across distantly related metazoans. Consistent with this model, expression data in human cell lines indicate that the miR-100 family is predominantly expressed in cell types associated with connective tissue and of mesenchymal origin (fig. S6A) (*57*). We propose that miR-51/miR-100 acquired its function early during the evolution of complex multicellular organisms. Our findings provide insight into critical cellular processes whose quantitative regulation has an impact on tissue and organismal morphogenesis and will guide the exploration of the function of this ancient animal miRNA in other animals.

## MATERIALS AND METHODS

### *C. elegans* strain maintenance

All *C. elegans* strains were maintained at 20°C on nematode growth media (NGM) plates seeded with *Escherichia coli* OP50 bacteria as a food source, unless indicated otherwise (*58*).

### Strain generation

For genome engineering, worms were subjected to Cas9-mediated genome engineering via ribonucleoprotein microinjection as described in (*59*). Briefly, purified recombinant Cas9 (4 μg/μl) was coinjected in the gonads of 1-day-old adult worms along with a mixture containing 300 mM KCl, 20 mM Hepes, tracerRNA (500 ng/μl), and coinjection marker *myo-2p::mCherry* (100 ng/μl). In addition, the mix contained CRISPR RNA (100 ng/μl; Integrated DNA Technologies) targeting the locus of interest, as well as double-stranded DNA or single-stranded DNA repair template (50 to 200 ng/μl), harboring the desired modifications and >35-bp flanking homology arms. Injected worms were transferred to bacteria-seeded NGM plates, and 2 days postinjection, *myo-2p::mCherry*-positive progeny were singled onto fresh plates. These were genotyped for the desired modifications after laying progeny.

### Microscopy

For phenotypic analysis and/or quantification of fluorescent reporters, animals were mounted on thin agarose pads on a microscope slide and sealed with a coverslip and vaseline/transparent nail polish. Depending on the magnification and resolution required, two microscopes were mainly used in this work: a Zeiss Axio Imager Z2 microscope equipped with differential interference contrast microscopy (Nomarski) and epifluorescence optics, for lower magnification/resolution or a Zeiss Axio Observer microscope equipped with a CSU-W1 SoRA spinning disk scan head (Yokogawa) and an iXon Life 888 EMCCD camera, when higher resolution was required.

### Fluorescence quantification

Image analysis for fluorescence quantification was performed using Fiji/ImageJ software. A region of interest (ROI) was defined in each case, and the total fluorescence was quantified across the *Z* axis via a sum of slices Z project stack. The background fluorescence was subtracted for each image either by direct subtraction of an “only-background” ROI in the same picture or via the rolling ball method (*60*) when background fluorescence was not uniform. Background uniformity was assessed by plotting gray value intensity profiles along linear ROIs in both the *X* and *Y* directions. To avoid affecting signal, the radius of the rolling ball was set to approximately twice the size of the objects of interest (e.g., twice the diameter of embryonic nuclei). In all cases, fluorescence was normalized to the mean fluorescence of the control condition.

### Phenotypic measurements

#### Length

One-day-old adult worms were dissected using a razor blade to extract embryos, which were then washed twice with M9 buffer. The embryos were incubated for 24 hours at 20°C in M9 buffer to allow hatching and synchronization at the L1 stage. Following incubation, the L1 larvae were immobilized by transferring them to a 20-μl drop of 200 mM sodium azide on a glass slide. Immobilized larvae were then mounted onto agarose pads (2%) for imaging. All images were captured using a Zeiss Axio Imager Z2 microscope with a 20× objective. Larval length was measured using Fiji software (ImageJ) for image analysis.

#### Viability

One-day-old adult worms were dissected with a razor blade to extract embryos. Approximately 30 embryos were transferred in small groups to fresh NGM plates seeded with *E. coli* OP50 as a food source. After 24 hours, the number of unhatched embryos (nonviable progeny) was recorded. After 48 hours, L4 larvae were counted to determine the number of viable progenies. Plates were also screened for unviable larvae at this time. Any L4 larvae observed after 48 hours were classified as viable delayed progeny.

#### Thrashing

One-day-old adult worms were transferred into a glass slide with a depression well containing M9 buffer. Locomotion was assessed by counting the number of body bends made in a 1-min period. A body bend was defined as a complete crossing of the worm’s body midline, followed by a return to the original position.

#### Egg retention

One-day-old adult worms were transferred into 10-μl drops of 4% sodium hypochlorite solution on a glass slide. Once the worms fully dissolved, the number of retained embryos was counted.

#### Brood size

Approximately 10 L4-stage worms were individually transferred to NGM plates seeded with *E. coli* OP50 as a food source. Worms were transferred to fresh plates daily for a total of 4 days. The number of viable progenies on each plate was counted 2 days after the removal of the adult worm, and the total number of viable progenies per worm was summed across all plates.

#### HSN migration and axon routing

One-day-old adults expressing a *tph-1::gfp* reporter, either from an integrated strain (miR-51 mutant strain) or from an extrachromosomal array (BSM strains), were immobilized in a 20-μl drop of 200 mM sodium azide on a glass slide and then mounted onto 2% agarose pads for imaging. HSN migration and axon development were assessed via epifluorescence using a Zeiss Axio Imager Z2 microscope with a 20× or 63× objective.

#### Coelomocyte migration

One-day-old adults expressing an *unc-122prom::mCherry* reporter from an extrachromosomal array were dissected with a razor blade to extract embryos. The embryos were incubated overnight at 20°C in M9 buffer to allow hatching and synchronization at the L1 stage. L1 larvae were immobilized in a 20-μl drop of 200 mM sodium azide on a glass slide and mounted onto 2% agarose pads for imaging. Coelomocytes migration was assessed via epifluorescence using a Zeiss Axio Imager Z2 microscope with a 20× objective. Migration was categorized as normal (wild type) or defective, based on the position of coelomocytes within the larva’s body. Representative images were captured using a Hamamatsu ORCA-Flash4.0 LT3 complementary metal-oxide semiconductor camera.

### Small RNA sequencing and data analysis

Small RNA library preparation and analysis were done as in (*16*). Briefly, samples containing 50 embryos (derived from 1-day-old adults) were collected at the comma stage and immediately snap-frozen in liquid nitrogen. For normalization, a series of eight RNA spike-in oligos (*15*) spanning a 500-fold concentration range was added on a per embryo basis, and total RNA was extracted using TRIzol reagent (Invitrogen) according to the manufacturer’s recommendations for cell samples. Small RNAs (<200 nt) were enriched using the Zymo Research RNA Clean and Concentrator-5 kit (catalog no. R1016). Barcoded 3′ adapters (srBC) were ligated to small RNAs in an overnight reaction at 16°C. On the following day, the ligated products were polyacrylamide gel electrophoresis (PAGE)–purified and eluted using the Zymo Research PAGE elution kit. A 5′ adapter was then ligated overnight at 16°C. Reactions were purified using magnetic beads and reverse-transcribed with SuperScript II. The resulting cDNA libraries were amplified with PCR performed using the TruSeq Universal Adapter and barcoded TruSeq Index reverse primers (KAPA Real-Time Library Amplification kit). Amplification was monitored using fluorescent standards. The final libraries were size-selected on a 3% agarose gel and extracted using the Zymoclean Gel DNA recovery kit. Libraries were multiplexed, and sequencing was performed on an Illumina HiSeqV4 machine.

Small RNA reads were mapped and processed as in (*16*). Briefly, both mapped sequences and associated random nucleotides [functioning as unique molecular identifiers (UMIs)] from the raw reads were quantified for miRNAs and Piwi-interacting RNAs (piRNAs) as well as spike-ins with the Nextflow pipeline in Zenodo (10.5281/zenodo.15883590) and GitHub (https://github.com/lengfei5/smallRNA_nf/tree/master/dev_sRBC). To accurately quantify small RNAs, to alleviate PCR amplification bias, UMI counts were used and normalized with spike-in (attomoles per μg of total RNA) as described in (*15*). Alternatively, as piRNAs are not affected across conditions and can thus be considered an internal control, and data were normalized in parallel using the total number of piRNA reads, yielding results highly similar to the ones by spike-in normalization.

### mRNA sequencing and data analysis

Samples containing 50 embryos (derived from 1-day-old adults) were collected at the two-cell stage and let to develop in M9 buffer until the desired developmental time point. Samples were then snap-frozen in liquid nitrogen and total RNA was extracted using TRIzol reagent (Invitrogen) according to the manufacturer’s recommendations for cell samples. For mRNA library preparation, we used the Lexogen QuantSeq 3′ mRNA-Seq Library Prep Kit, following manufacturer’s recommendations for low-input conditions. Briefly, total RNA was reverse-transcribed using oligo dT priming to capture polyadenylated mRNA, followed by second-strand synthesis. UMIs were incorporated to track individual transcripts and minimize amplification bias. Libraries were amplified with barcodes incorporated in both i5 and i7 primers, enabling multiplexing. Amplification of libraries was monitored using fluorescent standards. Final libraries were purified and sequenced on an Illumina platform

The gene expression profiles by QuantSeq were processed and analyzed in the same way as in (*24*). Briefly, UMIs were first extracted with UMI tools (*61*). Adaptors and first 4 bp of low quality of raw reads were trimmed, and reads were then mapped to the *C. elegans* genome (WBcel235) using a STAR aligner (*62*) with the parameter max_IntronL = 50000. Duplicated mapped reads were discarded with UMI tools, and UMI counts were quantified using HTSeq count (*63*). Differential expression between conditions was analyzed using the DESeq2 package (*64*).

### Western blotting

To assess the levels of FO component VAB-10A, 100 L4s of the desired genotypes were washed three times in ice-cold M9 buffer and then transferred into 35 μl of radioimmunoprecipitation assay buffer. The samples were homogenized through 5 cycles of snap freezing in liquid nitrogen, 5-min incubation at 65°C, and 10-s vortexing. Laemmli solution was added after homogenization, and the samples were then denatured at 95°C and loaded in a q 10-well precast SDS-PAGE gel. Total Proteins were separated via SDS-PAGE and transferred onto a nitrocellulose membrane with a Bio-Rad Trans-Blot SD. The membrane was blocked in a 5% milk/1% Tween solution in tris-buffered saline buffer (TBST) for 1 hour at room temperature. Primary antibody incubation was performed overnight at 4°C. The antibody used was anti–vab-10 [MH5 monoclonal, obtained from Developmental Studies Hybridoma Bank (DSHB), 0.2 μg/ml in 5% milk in TBST]. Following three 10-min washes in TBST, the membrane was incubated with secondary antibody [anti-mouse–horseradish peroxidase (HRP), Cell Signaling 7076, 1:2000 in 5% milk/TBST]. For detection, the membrane was treated with Thermo Fisher Scientific SuperSignal West Femto Maximum Sensitivity Substrate, which is an ultrasensitive enhanced chemiluminescent substrate for low femtogram protein level detection with an HRP enzyme. Imaging of the membrane was done in a Bio-Rad ChemiDoc machine.

### Statistical analysis

Unless otherwise specified, statistical analysis was performed using an unpaired two-tailed *t* test for direct comparisons between two conditions or using a one-way analysis of variance (ANOVA) followed by multiple comparisons by Tukey for when more than two conditions were compared. In all these cases, a normal distribution and homoscedasticity was tested, and residuals plots were analyzed.

## References

[1] C. Alberti, L. Cochella, A framework for understanding the roles of miRNAs in animal development. Development 144, 2548–2559 (2017).28720652 10.1242/dev.146613

[2] L. F. Sempere, C. N. Cole, M. A. McPeek, K. J. Peterson, The phylogenetic distribution of metazoan microRNAs: Insights into evolutionary complexity and constraint. J. Exp. Zool. B Mol. Dev. Evol. 306, 575–588 (2006).16838302 10.1002/jez.b.21118

[3] A. M. Heimberg, A. M. Heimberg, L. F. Sempere, L. F. Sempere, V. N. Moy, V. N. Moy, P. C. J. Donoghue, P. C. J. Donoghue, K. J. Peterson, K. J. Peterson, MicroRNAs and the advent of vertebrate morphological complexity. Proc. Natl. Acad. Sci. U.S.A. 105, 2946–2950 (2008).18287013 10.1073/pnas.0712259105PMC2268565

[4] A. Grimson, M. Srivastava, B. Fahey, B. J. Woodcroft, H. R. Chiang, N. King, B. M. Degnan, D. S. Rokhsar, D. P. Bartel, Early origins and evolution of microRNAs and Piwi-interacting RNAs in animals. Nature 455, 1193–1197 (2008).18830242 10.1038/nature07415PMC3837422

[5] B. Fromm, D. Domanska, E. Høye, V. Ovchinnikov, W. Kang, E. Aparicio-Puerta, M. Johansen, K. Flatmark, A. Mathelier, E. Hovig, M. Hackenberg, M. R. Friedländer, K. J. Peterson, MirGeneDB 2.0: The metazoan microRNA complement. Nucleic Acids Res. 48, D132–D141 (2020).31598695 10.1093/nar/gkz885PMC6943042

[6] A. W. Clarke, E. Høye, A. A. Hembrom, V. M. Paynter, J. Vinther, Ł. Wyrożemski, I. Biryukova, A. Formaggioni, V. Ovchinnikov, H. Herlyn, A. Pierce, C. Wu, M. Aslanzadeh, J. Cheneby, P. Martinez, M. R. Friedländer, E. Hovig, M. Hackenberg, S. U. Umu, M. Johansen, K. J. Peterson, B. Fromm, MirGeneDB 3.0: Improved taxonomic sampling, uniform nomenclature of novel conserved microRNA families and updated covariance models. Nucleic Acids Res. 53, D116–D128 (2025).39673268 10.1093/nar/gkae1094PMC11701709

[7] N. S. Sokol, P. Xu, Y. N. Jan, V. Ambros, Drosophila let-7 microRNA is required for remodeling of the neuromusculature during metamorphosis. Genes Dev. 22, 1591–1596 (2008).18559475 10.1101/gad.1671708PMC2428057

[8] E. Alvarez-Saavedra, H. R. Horvitz, Many families of *C. elegans* microRNAs are not essential for development or viability. Curr. Biol. 20, 367–373 (2010).20096582 10.1016/j.cub.2009.12.051PMC2844791

[9] W. R. Shaw, J. Armisen, N. J. Lehrbach, E. A. Miska, The conserved miR-51 microRNA family is redundantly required for embryonic development and pharynx attachment in *Caenorhabditis elegans*. Genetics 185, 897–905 (2010).20421599 10.1534/genetics.110.117515PMC2900971

[10] J. Brennecke, A. Stark, R. B. Russell, S. M. Cohen, Principles of microRNA–target recognition. PLoS Biol. 3, e85 (2005).15723116 10.1371/journal.pbio.0030085PMC1043860

[11] A. Grimson, K. K.-H. Farh, W. K. Johnston, P. Garrett-Engele, L. P. Lim, D. P. Bartel, MicroRNA targeting specificity in mammals: Determinants beyond seed pairing. Mol. Cell 27, 91–105 (2007).17612493 10.1016/j.molcel.2007.06.017PMC3800283

[12] J. P. Broughton, M. T. Lovci, J. L. Huang, G. W. Yeo, A. E. Pasquinelli, Pairing beyond the seed supports microRNA targeting specificity. Mol. Cell 64, 320–333 (2016).27720646 10.1016/j.molcel.2016.09.004PMC5074850

[13] R. J. Parchem, J. Ye, R. L. Judson, M. F. LaRussa, R. Krishnakumar, A. Blelloch, M. C. Oldham, R. Blelloch, Two miRNA clusters reveal alternative paths in late-stage reprogramming. Cell Stem Cell 14, 617–631 (2014).24630794 10.1016/j.stem.2014.01.021PMC4305531

[14] K. Chen, N. Rajewsky, The evolution of gene regulation by transcription factors and microRNAs. Nat. Rev. Genet. 8, 93–103 (2007).17230196 10.1038/nrg1990

[15] S. Lutzmayer, B. Enugutti, M. D. Nodine, Novel small RNA spike-in oligonucleotides enable absolute normalization of small RNA-Seq data. Sci. Rep. 7, 5913 (2017).28724941 10.1038/s41598-017-06174-3PMC5517642

[16] P. J. Dexheimer, J. Wang, L. Cochella, Two microRNAs are sufficient for embryonic patterning in *C. elegans*. Curr. Biol. 30, 5058–5065.e5 (2020).33125867 10.1016/j.cub.2020.09.066PMC7758728

[17] N. J. Martinez, M. C. Ow, J. S. Reece-Hoyes, M. I. Barrasa, V. R. Ambros, A. J. M. Walhout, Genome-scale spatiotemporal analysis of *Caenorhabditis elegans* microRNA promoter activity. Genome Res. 18, 2005–2015 (2008).18981266 10.1101/gr.083055.108PMC2593583

[18] N. J. Martinez, R. I. Gregory, Argonaute2 expression is post-transcriptionally coupled to microRNA abundance. RNA 19, 605–612 (2013).23485552 10.1261/rna.036434.112PMC3677276

[19] B. Reichholf, V. A. Herzog, N. Fasching, R. A. Manzenreither, I. Sowemimo, S. L. Ameres, Time-resolved small RNA sequencing unravels the molecular principles of microRNA homeostasis. Mol. Cell 75, 756–768.e7 (2019).31350118 10.1016/j.molcel.2019.06.018PMC6713562

[20] B. P. Lewis, C. B. Burge, D. P. Bartel, Conserved seed pairing, often flanked by adenosines, indicates that thousands of human genes are microRNA targets. Cell 120, 15–20 (2005).15652477 10.1016/j.cell.2004.12.035

[21] B. J. Reinhart, F. J. Slack, M. Basson, A. E. Pasquinelli, J. C. Bettinger, A. E. Rougvie, H. R. Horvitz, G. Ruvkun, The 21-nucleotide let-7 RNA regulates developmental timing in *Caenorhabditis elegans*. Nature 403, 901–906 (2000).10706289 10.1038/35002607

[22] B. R. M. Schulman, A. Esquela-Kerscher, F. J. Slack, Reciprocal expression of lin-41 and the microRNAs let-7 and mir-125 during mouse embryogenesis. Dev. Dyn. 234, 1046–1054 (2005).16247770 10.1002/dvdy.20599PMC2596717

[23] Y.-C. Lin, L.-C. Hsieh, M.-W. Kuo, J. Yu, H.-H. Kuo, W.-L. Lo, R.-J. Lin, A. L. Yu, W.-H. Li, Human TRIM71 and its nematode homologue are targets of let-7 microRNA and its zebrafish orthologue is essential for development. Mol. Biol. Evol. 24, 2525–2534 (2007).17890240 10.1093/molbev/msm195

[24] P. Gutiérrez-Pérez, E. M. Santillán, T. Lendl, J. Wang, A. Schrempf, T. L. Steinacker, M. Asparuhova, M. Brandstetter, D. Haselbach, L., Cochella, miR-1 sustains muscle physiology by controlling V-ATPase complex assembly. Sci. Adv. 7, eabh1434 (2021).34652942 10.1126/sciadv.abh1434PMC8519577

[25] V. Agarwal, G. W. Bell, J.-W. Nam, D. P. Bartel, Predicting effective microRNA target sites in mammalian mRNAs. eLife 4, 101 (2015).10.7554/eLife.05005PMC453289526267216

[26] J. S. Simske, J. Hardin, Getting into shape: Epidermal morphogenesis in *Caenorhabditis elegans* embryos. Bioessays 23, 12–23 (2001).11135305 10.1002/1521-1878(200101)23:1<12::AID-BIES1003>3.0.CO;2-R

[27] E. I. Rugarli, E. Di Schiavi, M. A. Hilliard, S. Arbucci, C. Ghezzi, A. Facciolli, G. Coppola, A. Ballabio, P. Bazzicalupo, The Kallmann syndrome gene homolog in *C. elegans* is involved in epidermal morphogenesis and neurite branching. Development 129, 1283–1294 (2002).11874923 10.1242/dev.129.5.1283

[28] H. E. Bülow, K. L. Berry, L. H. Topper, E. Peles, O. Hobert, Heparan sulfate proteoglycan-dependent induction of axon branching and axon misrouting by the Kallmann syndrome gene kal-1. Proc. Natl. Acad. Sci. U.S.A. 99, 6346–6351 (2002).11983919 10.1073/pnas.092128099PMC122951

[29] C. A. Díaz-Balzac, M. I. Lázaro-Peña, G. A. Ramos-Ortiz, H. E. Bülow, The adhesion molecule KAL-1/anosmin-1 regulates neurite branching through a SAX-7/L1CAM-EGL-15/FGFR receptor complex. Cell Rep. 11, 1377–1384 (2015).26004184 10.1016/j.celrep.2015.04.057PMC4464948

[30] M. L. Hudson, T. Kinnunen, H. N. Cinar, A. D. Chisholm, *C. elegans* Kallmann syndrome protein KAL-1 interacts with syndecan and glypican to regulate neuronal cell migrations. Dev. Biol. 294, 352–365 (2006).16677626 10.1016/j.ydbio.2006.02.036

[31] A. Sebé-Pedrós, B. M. Degnan, I. Ruiz-Trillo, The origin of Metazoa: A unicellular perspective. Nat. Rev. Genet. 18, 498–512 (2017).28479598 10.1038/nrg.2017.21

[32] X. Lin, Functions of heparan sulfate proteoglycans in cell signaling during development. Development 131, 6009–6021 (2004).15563523 10.1242/dev.01522

[33] E. Tecle, C. A. Diaz-Balzac, H. E. Bülow, Distinct 3-O-sulfated heparan sulfate modification patterns are required for kal-1-dependent neurite branching in a context-dependent manner in *Caenorhabditis elegans*. G3 3, 541–552 (2013).23451335 10.1534/g3.112.005199PMC3583460

[34] L. S. Babonis, M. Q. Martindale, Phylogenetic evidence for the modular evolution of metazoan signalling pathways. Philos. Trans. R. Soc. B Biol. Sci. 372, 20150477 (2017).10.1098/rstb.2015.0477PMC518241127994120

[35] M. Labouesse, Role of the extracellular matrix in epithelial morphogenesis: A view from *C. elegans*. Organogenesis 8, 65–70 (2012).22692230 10.4161/org.20261PMC3429514

[36] D. C. Merz, G. Alves, T. Kawano, H. Zheng, J. G. Culotti, UNC-52/perlecan affects gonadal leader cell migrations in *C. elegans* hermaphrodites through alterations in growth factor signaling. Dev. Biol. 256, 173–186 (2003).12654300 10.1016/s0012-1606(03)00014-9

[37] T. Kinnunen, Z. Huang, J. Townsend, M. M. Gatdula, J. R. Brown, J. D. Esko, J. E. Turnbull, Heparan 2-O-sulfotransferase, hst-2, is essential for normal cell migration in *Caenorhabditis elegans*. Proc. Natl. Acad. Sci. U.S.A. 102, 1507–1512 (2005).15671174 10.1073/pnas.0401591102PMC547812

[38] T. T. K. Vuong-Brender, X. Yang, M. Labouesse, *C. elegans* embryonic morphogenesis. Curr. Top. Dev. Biol. 116, 597–616 (2016).26970644 10.1016/bs.ctdb.2015.11.012

[39] J. M. Bosher, B.-S. Hahn, R. Legouis, S. Sookhareea, R. M. Weimer, A. Gansmuller, A. D. Chisholm, A. M. Rose, J.-L. Bessereau, M. Labouesse, The *Caenorhabditis elegans* vab-10 spectraplakin isoforms protect the epidermis against internal and external forces. J. Cell Biol. 161, 757–768 (2003).12756232 10.1083/jcb.200302151PMC2199363

[40] H. Zahreddine, H. Zhang, M. Diogon, Y. Nagamatsu, M. Labouesse, CRT-1/calreticulin and the E3 ligase EEL-1/HUWE1 control hemidesmosome maturation in *C. elegans* development. Curr. Biol. 20, 322–327 (2010).20153198 10.1016/j.cub.2009.12.061

[41] A. Vasquez-Rifo, G. Jannot, J. Armisen, M. Labouesse, S. I. A. Bukhari, E. L. Rondeau, E. A. Miska, M. J. Simard, Developmental characterization of the microRNA-specific *C. elegans* Argonautes *alg*-1 and *alg*-2. PLOS ONE 7, e33750–e33711 (2012).22448270 10.1371/journal.pone.0033750PMC3309000

[42] C. Desai, G. Garriga, S. L. Mclntire, H. R. Horvitz, A genetic pathway for the development of the *Caenorhabditis elegans* HSN motor neurons. Nature 336, 638–646 (1988).3200316 10.1038/336638a0

[43] C. Rhiner, S. Gysi, E. Fröhli, M. O. Hengartner, A. Hajnal, Syndecan regulates cell migration and axon guidance in *C. elegans*. Development 132, 4621–4633 (2005).16176946 10.1242/dev.02042

[44] M. E. Pedersen, G. Snieckute, K. Kagias, C. Nehammer, H. A. B. Multhaupt, J. R. Couchman, R. Pocock, An epidermal microRNA regulates neuronal migration through control of the cellular glycosylation state. Science 341, 1404–1408 (2013).24052309 10.1126/science.1242528

[45] T. K. Kinnunen, Combinatorial roles of heparan sulfate proteoglycans and heparan sulfates in *Caenorhabditis elegans* neural development. PLOS ONE 9, e102919 (2014).25054285 10.1371/journal.pone.0102919PMC4108370

[46] K. Saied-Santiago, R. A. Townley, J. D. Attonito, D. S. da Cunha, C. A. Díaz-Balzac, E. Tecle, H. E. Bülow, Coordination of heparan sulfate proteoglycans with Wnt signaling to control cellular migrations and positioning in *Caenorhabditis elegans*. Genetics 206, 1951–1967 (2017).28576860 10.1534/genetics.116.198739PMC5560800

[47] Y. Iosilevskii, B. Podbilewicz, Programmed cell fusion in development and homeostasis. Curr. Top. Dev. Biol. 144, 215–244 (2021).33992154 10.1016/bs.ctdb.2020.12.013

[48] Y. Yang, Y. Zhang, W.-J. Li, Y. Jiang, Z. Zhu, H. Hu, W. Li, J.-W. Wu, Z.-X. Wang, M.-Q. Dong, S. Huang, G. Ou, Spectraplakin induces positive feedback between fusogens and the actin cytoskeleton to promote cell-cell fusion. Dev. Cell 41, 107–120.e4 (2017).28399395 10.1016/j.devcel.2017.03.006

[49] L. Cochella, O. Hobert, Embryonic priming of a miRNA locus predetermines postmitotic neuronal left/right asymmetry in *C. elegans*. Cell 151, 1229–1242 (2012).23201143 10.1016/j.cell.2012.10.049PMC3529140

[50] B. T. Kasper, S. Koppolu, L. K. Mahal, Insights into miRNA regulation of the human glycome. Biochem. Biophys. Res. Commun. 445, 774–779 (2014).24463102 10.1016/j.bbrc.2014.01.034PMC4015186

[51] D. M. Kasper, J. Hintzen, Y. Wu, J. J. Ghersi, H. K. Mandl, K. E. Salinas, W. Armero, Z. He, Y. Sheng, Y. Xie, D. W. Heindel, E. J. Park, W. C. Sessa, L. K. Mahal, C. Lebrilla, K. K. Hirschi, S. Nicoli, The N-glycome regulates the endothelial-to-hematopoietic transition. Science 370, 1186–1191 (2020).33273096 10.1126/science.aaz2121PMC8312266

[52] A. Sowińska-Seidler, M. Piwecka, E. Olech, M. Socha, A. Latos-Bieleńska, A. Jamsheer, Hyperosmia, ectrodactyly, mild intellectual disability, and other defects in a male patient with an X-linked partial microduplication and overexpression of the KAL1 gene. J. Appl. Genet. 56, 177–184 (2015).25339597 10.1007/s13353-014-0252-7PMC4412513

[53] A. J. Giraldez, R. M. Cinalli, M. E. Glasner, A. J. Enright, J. M. Thomson, S. Baskerville, S. M. Hammond, D. P. Bartel, A. F. Schier, MicroRNAs regulate brain morphogenesis in zebrafish. Science 308, 833–838 (2005).15774722 10.1126/science.1109020

[54] R. J. Parchem, N. Moore, J. L. Fish, J. G. Parchem, T. T. Braga, A. Shenoy, M. C. Oldham, J. L. R. Rubenstein, R. A. Schneider, R. Blelloch, miR-302 is required for timing of neural differentiation, neural tube closure, and embryonic viability. Cell Rep. 12, 760–773 (2015).26212322 10.1016/j.celrep.2015.06.074PMC4741278

[55] A. L. Abbott, E. Alvarez-Saavedra, E. A. Miska, N. C. Lau, D. P. Bartel, H. R. Horvitz, V. Ambros, The let-7 microRNA family members mir-48, mir-84, and mir-241 function together to regulate developmental timing in *Caenorhabditis elegans*. Dev. Cell 9, 403–414 (2005).16139228 10.1016/j.devcel.2005.07.009PMC3969732

[56] S. Kataruka, M. Modrak, V. Kinterova, R. Malik, D. M. Zeitler, F. Horvat, J. Kanka, G. Meister, P. Svoboda, MicroRNA dilution during oocyte growth disables the microRNA pathway in mammalian oocytes. Nucleic Acids Res. 48, 8050–8062 (2020).32609824 10.1093/nar/gkaa543PMC7430632

[57] M. N. McCall, M.-S. Kim, M. Adil, A. H. Patil, Y. Lu, C. J. Mitchell, P. Leal-Rojas, J. Xu, M. Kumar, V. L. Dawson, T. M. Dawson, A. S. Baras, A. Z. Rosenberg, D. E. Arking, K. H. Burns, A. Pandey, M. K. Halushka, Toward the human cellular microRNAome. Genome Res. 27, 1769–1781 (2017).28877962 10.1101/gr.222067.117PMC5630040

[58] S. Brenner, The genetics of *Caenorhabditis elegans*. Genetics 77, 71–94 (1974).4366476 10.1093/genetics/77.1.71PMC1213120

[59] A. Paix, A. Folkmann, D. Rasoloson, G. Seydoux, High efficiency, homology-directed genome editing in *Caenorhabditis elegans* using CRISPR-Cas9 ribonucleoprotein complexes. Genetics 201, 47–54 (2015).26187122 10.1534/genetics.115.179382PMC4566275

[60] S. R. Sternberg, Biomedical image processing. Computertomographie 16, 22–34 (1983).

[61] T. Smith, A. Heger, I. Sudbery, UMI-tools: Modeling sequencing errors in unique molecular identifiers to improve quantification accuracy. Genome Res. 27, 491–499 (2017).28100584 10.1101/gr.209601.116PMC5340976

[62] A. Dobin, C. A. Davis, F. Schlesinger, J. Drenkow, C. Zaleski, S. Jha, P. Batut, M. Chaisson, T. R. Gingeras, STAR: Ultrafast universal RNA-seq aligner. Bioinformatics 29, 15–21 (2013).23104886 10.1093/bioinformatics/bts635PMC3530905

[63] S. Anders, P. T. Pyl, W. Huber, HTSeq—A Python framework to work with high-throughput sequencing data. Bioinformatics 31, 166–169 (2015).25260700 10.1093/bioinformatics/btu638PMC4287950

[64] M. I. Love, W. Huber, S. Anders, Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 15, 550 (2014).25516281 10.1186/s13059-014-0550-8PMC4302049

[65] S. G. Clark, C. Chiu, *C. elegans* ZAG-1, a Zn-finger-homeodomain protein, regulates axonal development and neuronal differentiation. Development 130, 3781–3794 (2003).12835394 10.1242/dev.00571

[66] D. Didiano, O. Hobert, Perfect seed pairing is not a generally reliable predictor for miRNA-target interactions. Nat. Struct. Mol. Biol. 13, 849–851 (2006).16921378 10.1038/nsmb1138

# Supplementary material for: An ancient and essential miRNA family controls cellular interaction pathways in C. elegans
**Source:** Sci Adv. 2025 Sep 3;11(36):eadz1934. doi: 10.1126/sciadv.adz1934
**Supplement:** Supplementary file 1 — Figs. S1 to S6 Table S1 Legends for movies S1 and S2 Legends for data S1 and S2 References

Supplementary Materials for  
**An ancient and essential miRNA family controls cellular interaction pathways  
in *C. elegans***

Emilio M. Santillan *et al.*

*Sci. Adv.* **11**, eadz1934 (2025)  
DOI: 10.1126/sciadv.adz1934

**The PDF file includes:**

Figs. S1 to S6  
Table S1  
Legends for movies S1 and S2  
Legends for data S1 and S2  
References

**Other Supplementary Material for this manuscript includes the following:**

Movies S1 and S2  
Data S1 and S2

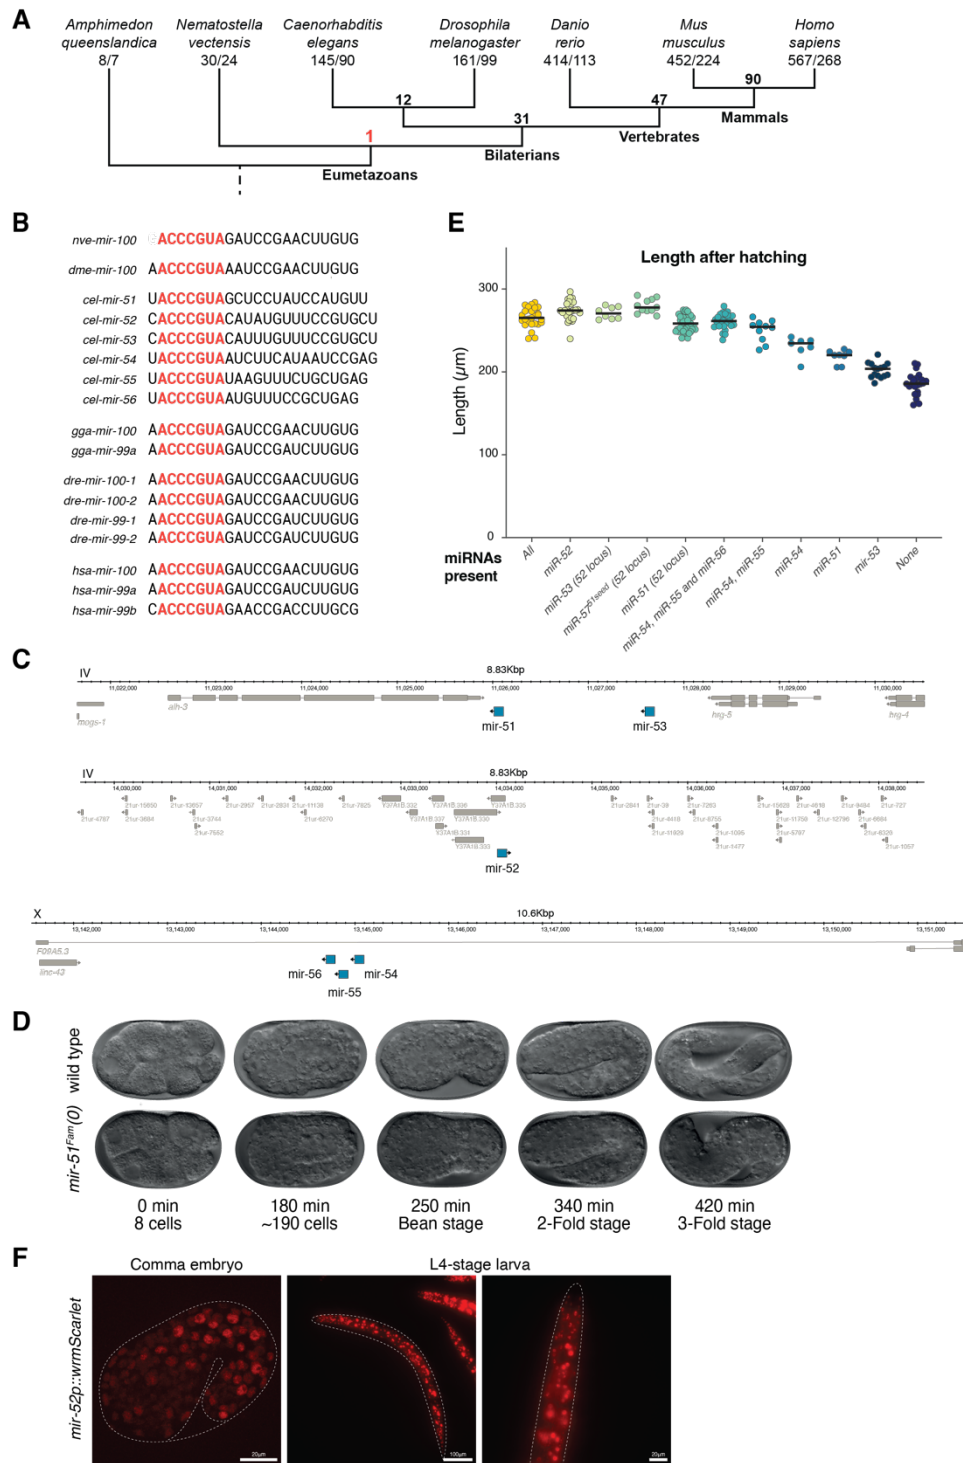

**Fig. S1. The miR-51<sup>fam</sup> is conserved and necessary for development.** **A.** Simplified phylogenetic tree highlighting the number of conserved miRNA families across selected clades (in bold). Also shown are the numbers of miRNA/number of miRNA families for representative species. miR-100 is the sole miRNA family conserved across Eumetazoa (in red). Data from (5). **B.** Alignment of miR-100 family members from *Nematostella vectensis* (nve), *Drosophila melanogaster* (dme), *Caenorhabditis elegans* (cel), *Gallus gallus* (gga), *Danio rerio* (dre) and *Homo sapiens* (hsa). Seed sequences are highlighted in red. **C.** Genomic location of the four miR-51 family loci in *C. elegans*. miR-54, -55, -56 are present in a cluster expressed from a single transcript, the other three family members each have independent promoters. **D.** Representative images of developing *C. elegans* embryos with or without miR-51 family miRNAs, showing that defects begin during morphogenesis. The complete family null contains three deletion alleles: *nDf67*, *n4100 IV*; *nDf58 X* (8). **E.** Length of L1s with different dosage of the miR-51<sup>fam</sup>, or corresponding to the replacement experiments shown in Fig. 1C. **F.** Representative images of embryo and larvae with wrmScarlet insertion in the miR-52 locus. The miR-52 hairpin was replaced by a worm codon optimized mScarlet using CRISPR/Cas9.

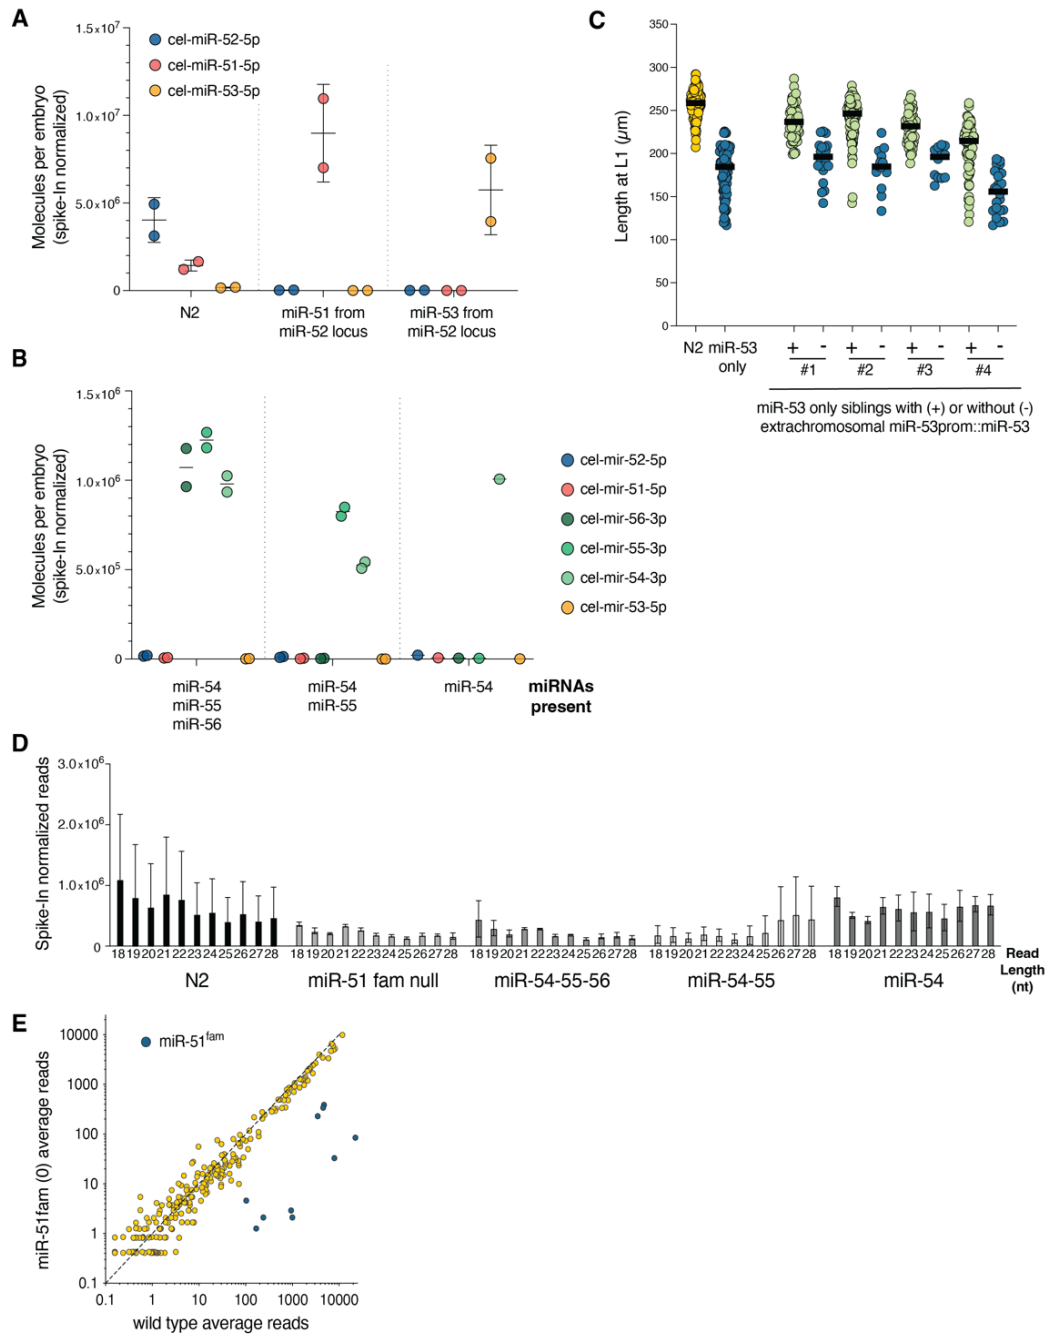

**Fig. S2. miR-51 family members are differentially expressed and function in a dose-dependent manner.** **A.** Absolute quantification of selected miR-51 family members by small RNA sequencing using spike-ins, in embryos in which the miR-52 hairpin was replaced by that of miR-51 or miR-53, compared to wild type. **B.** Absolute quantification of all miR-51 family members as in A, in embryos with progressive deletions of the miR-54 cluster, and all other miR-51 family loci deleted. **C.** Length measurements for larvae with only miR-53 (blue) compared to siblings carrying a multi-copy extrachromosomal element expressing additional miR-53 (green). Four independent extrachromosomal transgenic lines are shown. **D.** Number of spike-in normalized reads of the indicated lengths (18-28 nt) that do not map to microRNAs or piRNAs, in embryos lacking different miR-51 family members. **E.** Comparison of miRNA abundances in wild type and miR-51 family null embryos. Most miRNAs are unchanged (yellow) while the miR-51 family (blue) is depleted, as expected.

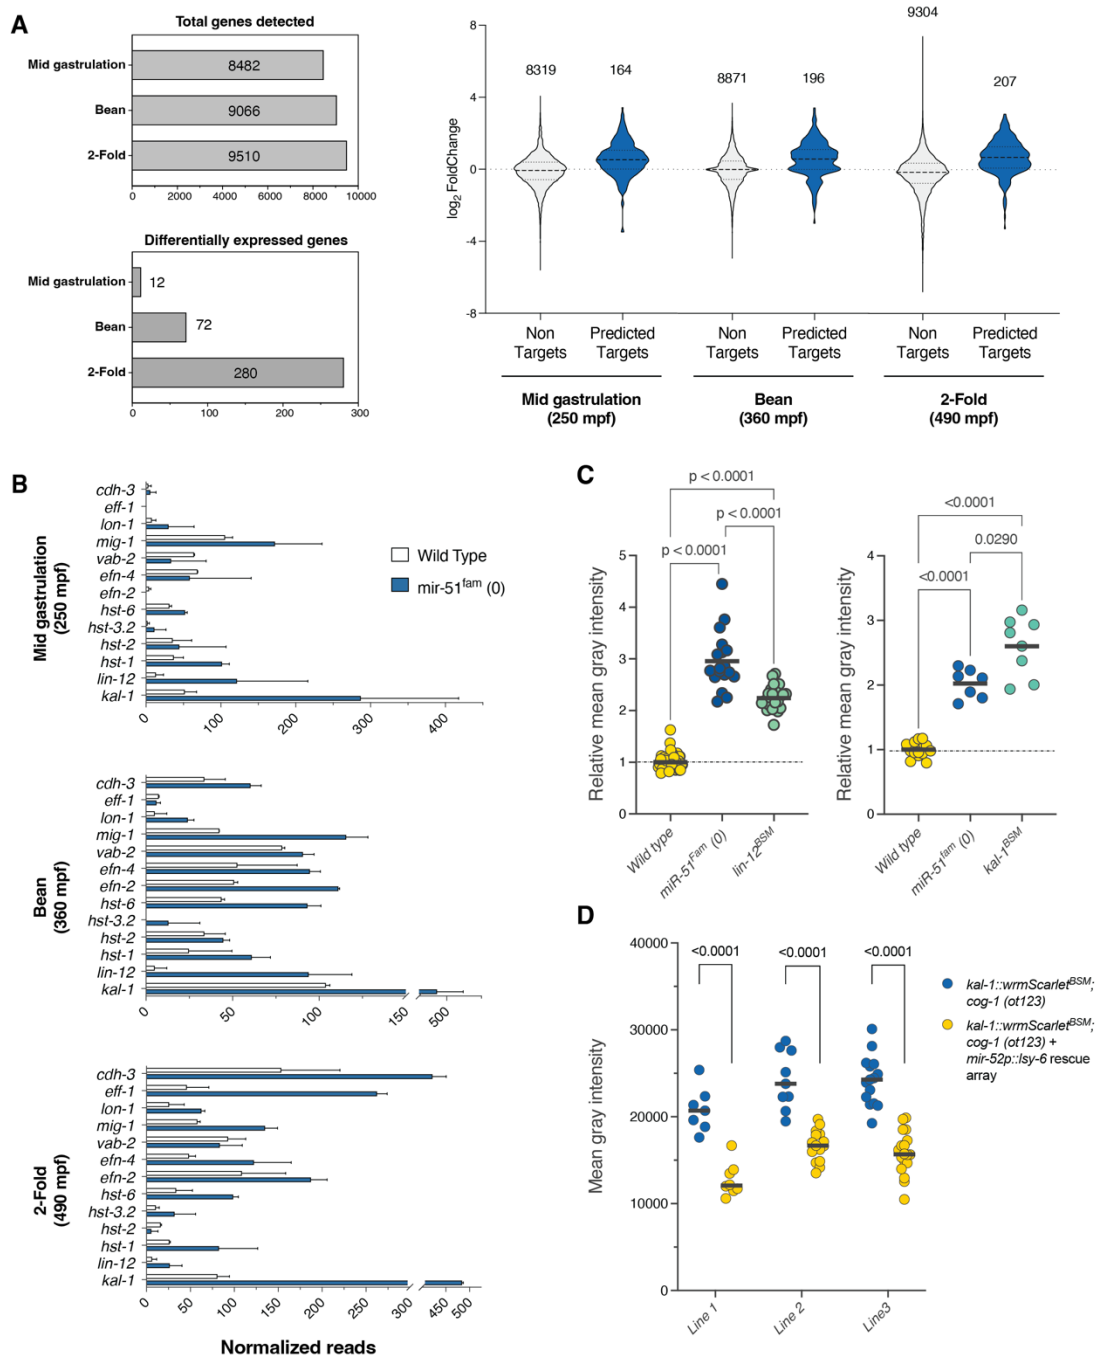

**Fig. S3. Identification of miR-51 family targets.** **A.** General description of the mRNA sequencing data at different timepoints of embryogenesis comparing wild type and miR-51<sup>Fam</sup> null embryos. mpf = minutes post fertilization. **B.** Average normalized reads for selected targets of miR-51<sup>Fam</sup> in wild type and miR-51<sup>Fam</sup> null embryos. **C.** Fluorescence quantification in animals with endogenously tagged *lin-12*/Notch (left) or *kal-1*/Anosmin1 (right) loci. Genes were tagged by inserting a T2A::wrmScarlet::H2B cassette before the stop codon (analogous to the tagging of *hst-3.2* in Fig. 2D). Fluorescence was measured in whole embryos (*kal-1*) or L1 larvae (*lin-12*) in wild type background, or upon deletion of miR-51 family, or upon mutation of the miR-51 binding sites in the 3' UTR (BSM). **D.** Fluorescence quantification of the endogenous *KAL-1*::T2A::Scarlet::H2B::miR-51 binding site mutant (BSM) in embryos with or without an extrachromosomal element expressing the miRNA *lsy-6* under the miR-52 promoter. *lsy-6* binds the BSM in *kal-1* restoring repression. *cog-1 (ot123)*, is a mutation in the 3' UTR of *cog-1*, the functional target of *lsy-6*, to avoid ectopic silencing in cells that normally do not express *lsy-6*. This mutation does not cause any phenotypes except the loss of functional asymmetry in a specific gustatory neuron pair.

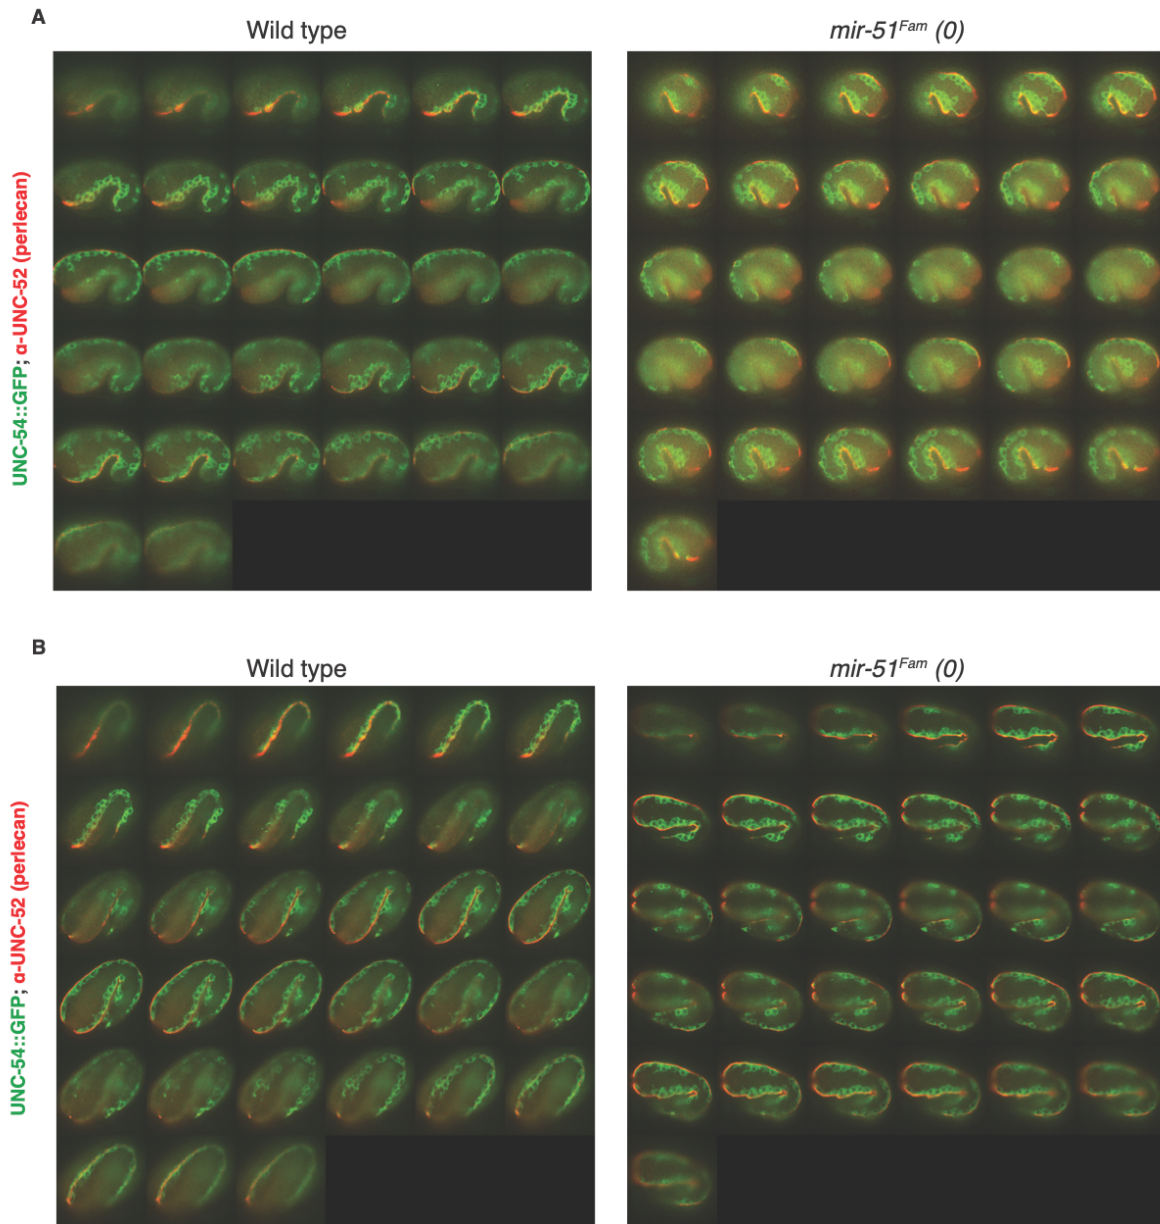

**Fig. S4. Muscle development appears normal in animals lacking the miR-51 family.** **A.** Representative images of late comma/1.5-fold stage embryos showing immunofluorescence staining for perlecan (UNC-52, red) and muscle cells marked by an endogenous myosin heavy chain (UNC-54::GFP, green). In wild-type embryos, perlecan is deposited in four longitudinal basal membrane tracks underlying the muscle cell bundles. Shown are multiple z-planes per embryo to capture all bundles. Mutant embryos exhibit a similar pattern of perlecan basal membrane deposition underlying muscle cells. **B.** At the 2-fold stage, the characteristic basal membrane pattern of perlecan (red) underlying UNC-54::GFP-labeled muscle cells (green) is also observed in both wild-type and mutant embryos.

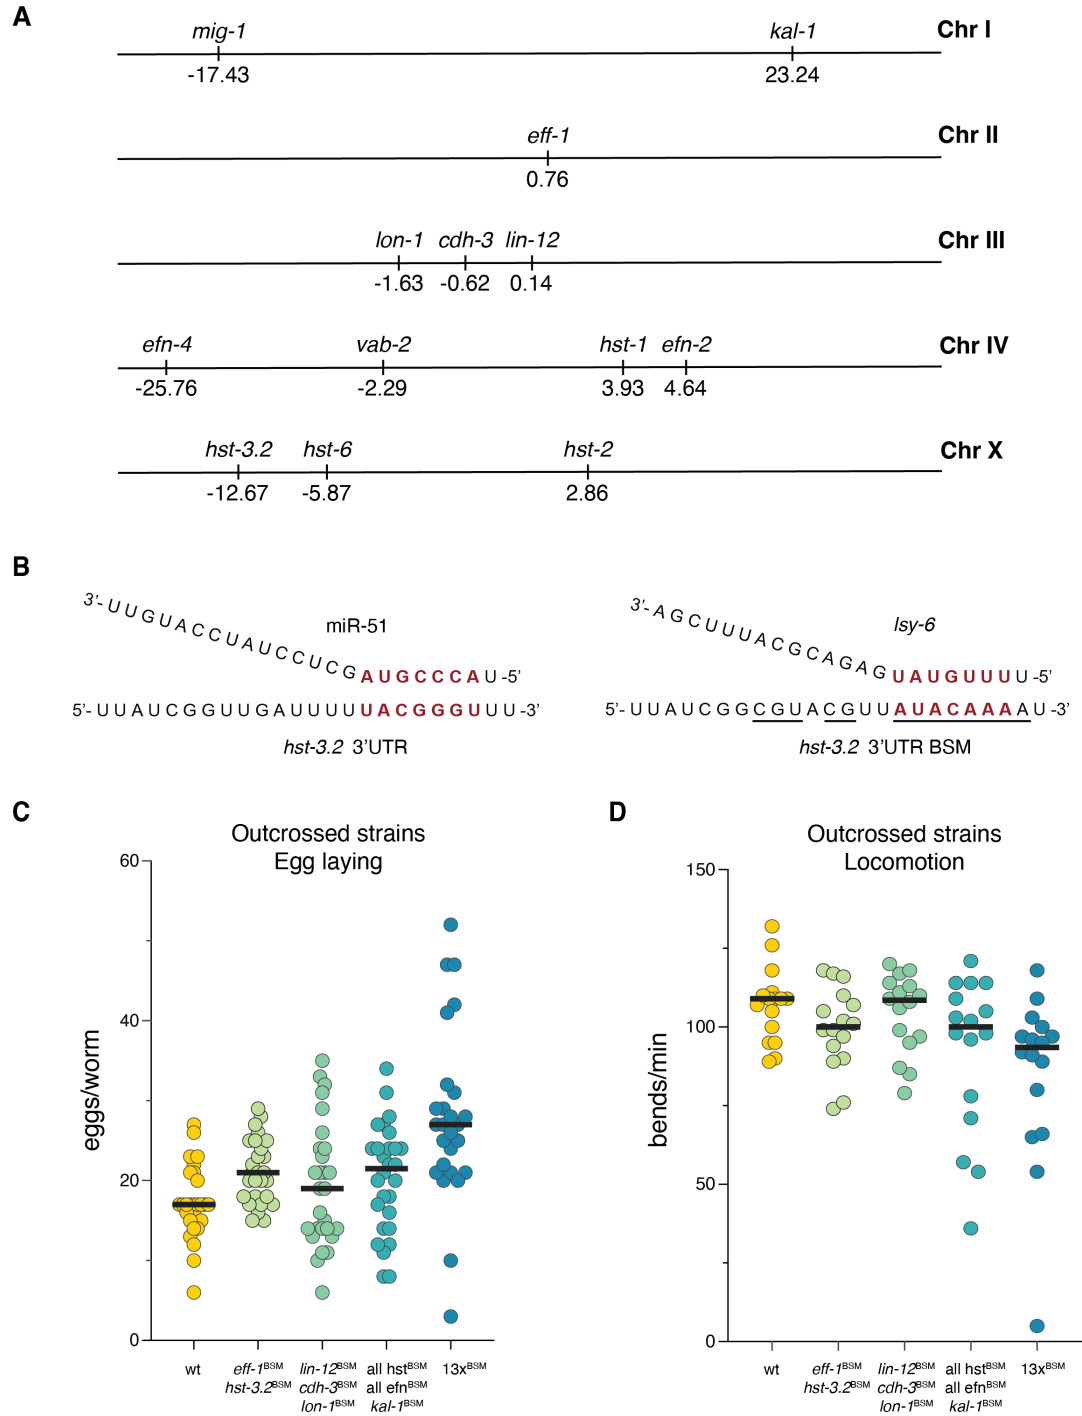

**Fig. S5. miR-51 binding site mutation design and effect of loss of miR-51 binding in animals with various target mutations.** **A.** Relative genetic distances of the targets of miR-51<sup>Fam</sup> over various *C. elegans* chromosomes (no targets are present on Chr V). **B.** (Left) Schematic of the wild type pairing between *hst-3.2* 3' UTR and miR-51, with the seed sequence highlighted in red. (Right) Mutated binding site in *hst-3.2* that enables pairing with *lsy-6* (66). Analogous mutations were inserted in all thirteen targets shown in A. **C.** Egg retention measured in strains obtained by outcrossing the 13xBSM strain to wild type (N2) or to the 8xBSM strain, to obtain new strains with different allele combinations. We obtained a 2xBSM strain with mutations in *eff-1* and *hst-3.2* binding sites, a 3xBSM with only the Chr III mutants (*lin-12*, *cdh-3*, *lon-1*), and an 8xBSM with all ephrins, HSTs and *kal-1* mutated. **D.** Locomotion measured in the same strains shown in C.

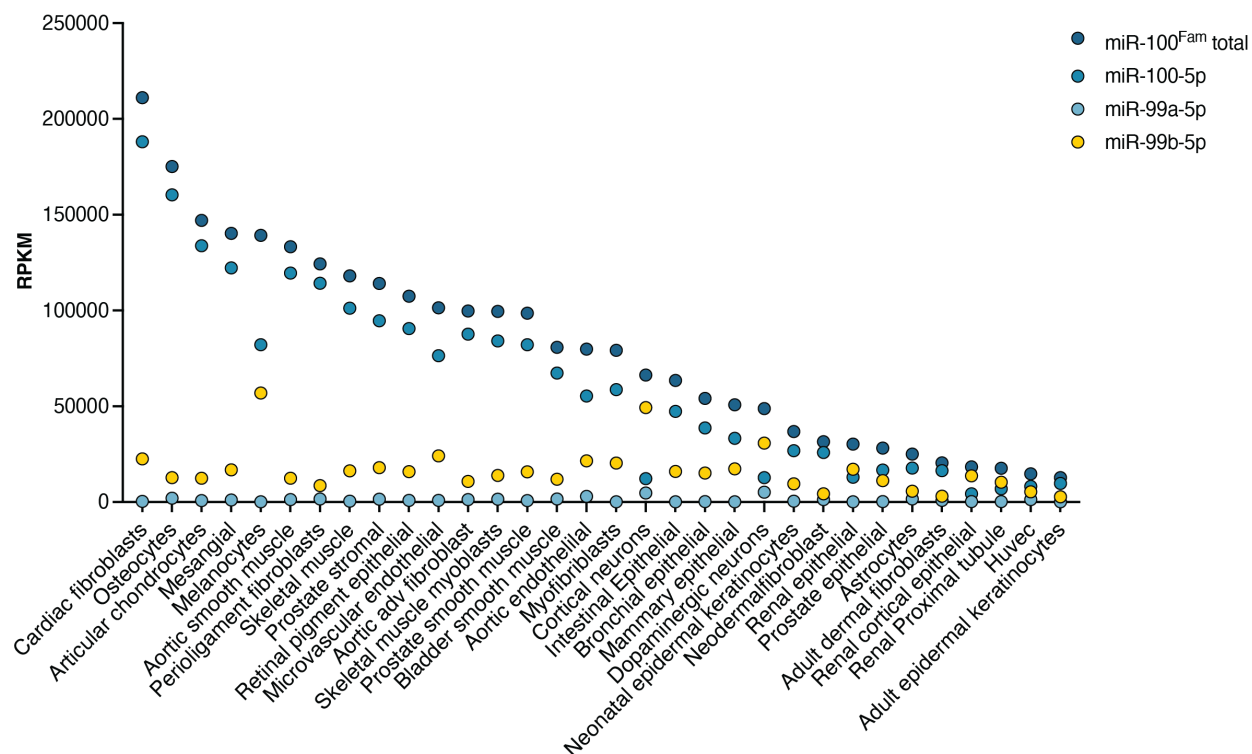

**Fig. S6. Relative miRNA expression for all members of the miR-100 family in humans across a panel of primary cell types and tissues.** Point in dark blue represents the sum of all three family members. Original data from (57).

**Table S1.**List of *C. elegans* strains used in this study.

| Strain  | Genotype                                          | Comment                                                                                                                                                      | Reference   |
|---------|---------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------|
| N2      | <i>wild type</i>                                  | Wild isolate from Bristol. Given to S. Brenner ca. 1966.                                                                                                     |             |
| MLC1800 | <i>nDf67, n4100 IV; nDf58 X; lucEx1057</i>        | miR-51Fam (0); lucEx1057: exarray expressing fosmid containing miR-54C. Markers: ttx-3::gfp + mir-35p::gfp                                                   | This study. |
| MT17136 | <i>nDf67 IV; nDf58 X</i>                          | Only expresses miR-52 from the miR-51Fam                                                                                                                     | (8)         |
| MLC2290 | <i>nDf67, n4100 IV</i>                            | Only expresses the miR-54C from the miR-51Fam                                                                                                                | This study. |
| MT17446 | <i>n4113, n4100 IV; nDf58 X</i>                   | Only expresses miR-51 from the miR-51Fam. Slow growing                                                                                                       | (8)         |
| MLC2336 | <i>n4473, n4100 / tmC9 IV; nDf58 X</i>            | Only expresses miR-53 from the miR-51Fam. Balanced with tmC9 from Mishima lab.                                                                               | This study. |
| MLC1997 | <i>nDf67, mir-52 (luc143); nDf58 X</i>            | luc143: pre-mir-52 hairpin endogenously replaced by pre-mir-51 hairpin with CRISPR.                                                                          | This study. |
| MLC1917 | <i>nDf67, mir-52 (luc140); nDf58 X</i>            | luc143: pre-mir-52 hairpin endogenously replaced by pre-mir-53 hairpin with CRISPR.                                                                          | This study. |
| MLC1918 | <i>nDf67, mir-52 (luc141); nDf58 X</i>            | luc143: pre-mir-52 hairpin endogenously replaced by pre-mir-57 (with seed mutation) hairpin with CRISPR.                                                     | This study. |
| MLC2058 | <i>nDf67, mir-52 (luc151); nDf58 X; lucEx1057</i> | luc151: pre-mir-52 hairpin endogenously replaced by pre-mir-57 hairpin with CRISPR. lucEx1057: fosmid expressing miR-54C. Markers: ttx-3::gfp + mir-35p::gfp | This study. |
| MLC2237 | <i>mir-51 (luc163)</i>                            | luc162: replacement of pre-mir-51 hairpin by a wrmScarlet::TY1::H2B::tbb-2-3'UTR cassette.                                                                   | This study. |
| MLC2238 | <i>mir-53 (luc164)</i>                            | luc164: replacement of pre-mir-53 hairpin by a wrmScarlet::TY1::H2B::tbb-2-3'UTR cassette.                                                                   | This study. |
| MLC2280 | <i>miR-52 (luc173)</i>                            | luc173: replacement of pre-mir-52 hairpin by a wrmScarlet::TY1::H2B::tbb-2-3'UTR cassette.                                                                   | This study. |
| MLC2394 | <i>n4100, nDf67 IV; mir-56 (luc177) X</i>         | Only expresses miR-54 and miR-55 from miR-51Fam. Luc177: clean deletion of the pre-miR-56 hairpin by CRISPR.                                                 | This study. |
| MLC2393 | <i>n4100, nDf67 IV; miR-55-56 (luc180) X</i>      | Only expresses miR-54 (slow growing) from miR-51Fam. Luc180: clean deletion pre-miR-56 and pre-mir-55 hairpins by CRISPR.                                    | This study. |
| GOU2043 | <i>vab-10a (cas602[vab10a::gfp]) I</i>            | cas602: GFP inserted into the endogenous vab-10a gene at its C-terminus by CRISPR. miR-51Fam (0); lucEx1057: Ex array                                        | (48)        |

|         |                                                                             |                                                                                                                                                                                                                                                                                      |                  |
|---------|-----------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------|
|         |                                                                             | expressing fosmid containing miR-54C. Markers: ttx-3::gfp + mir-35p::gfp                                                                                                                                                                                                             |                  |
| MLC2676 | <i>vab-10a (cas602[vab10a::gfp]) I; nDf67, n4100 IV; nDf58 X; lucEx1057</i> | cas602: GFP inserted into the endogenous vab-10a gene at its C-terminus by CRISPR. miR-51Fam (0); lucEx1057: Ex array expressing fosmid containing miR-54C. Markers: ttx-3::gfp + mir-35p::gfp                                                                                       | This study.      |
| MLC2654 | <i>zdIs13 [tph-1::GFP] IV</i>                                               | Transcriptional tph-1::gfp reporter. From SK4013, outcrossed 2x to N2. zdIs13: insertion of a tph-1::gfp expressing array (marks serotonergic neurons, including HSN)                                                                                                                | This study; (65) |
| MLC2662 | <i>zdIs13 [tph-1::GFP], n4100; mir-55-56 (luc180) IV</i>                    | Expresses only miR-51, miR-53 and miR-54. Transcriptional tph-1::gfp reporter from SK4013, outcrossed 2x to N2. zdIs13: insertion of a tph-1::gfp expressing array (marks serotonergic neurons, including HSN). Luc180: clean deletion pre-miR-56 and pre-mir-55 hairpins by CRISPR. | This study; (65) |
| MLC2793 | <i>lucEx1388</i>                                                            | lucEx1388: simple ex-array expressing unc-122::dsRED.                                                                                                                                                                                                                                | This study.      |
| MLC2748 | <i>n4100, nDf67 IV; miR-55-56 (luc180) X; lucEx1385</i>                     | Only expresses miR-54 (slow growing) from miR-51Fam. Luc180: clean deletion pre-miR-56 and pre-mir-55 hairpins by CRISPR. lucEx1385: simple ex-Array expressing unc-122::dsRED (marks coelomocytes). Line 1                                                                          | This study.      |
| MLC2749 | <i>n4100, nDf67 IV; miR-55-56 (luc180) X; lucEx1386</i>                     | Only expresses miR-54 (slow growing) from miR-51Fam. Luc180: clean deletion pre-miR-56 and pre-mir-55 hairpins by CRISPR. lucEx1386: simple ex-Array expressing unc-122::dsRED (marks coelomocytes). Line 2                                                                          | This study.      |
| MLC2750 | <i>n4100, nDf67 IV; miR-55-56 (luc180) X; lucEx1387</i>                     | Only expresses miR-54 (slow growing) from miR-51Fam. Luc180: clean deletion pre-miR-56 and pre-mir-55 hairpins by CRISPR. lucEx1385: simple ex-Array expressing unc-122::dsRED (marks coelomocytes). Line 3                                                                          | This study.      |
| MLC2255 | <i>kal-1 (luc158) I.</i>                                                    | luc158: cassette containing T2A::wormScarlet::TY1::H2B inserted in the stop codon position of kal-1.                                                                                                                                                                                 | This study.      |
| MLC2236 | <i>kal-1 (luc158) I; nDf67, n4100 IV; nDf58 X; lucEx1057</i>                | miR-51Fam (0); luc158: cassette containing T2A::wormScarlet::TY1::H2B inserted in the stop codon position of kal-1; lucEx1057: Ex array expressing fosmid containing miR-54C. Markers: ttx-3::gfp + mir-35p::gfp                                                                     | This study.      |

|         |                                                                |                                                                                                                                                                                                                                 |             |
|---------|----------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------|
| MLC2395 | <i>kal-1 (luc158) I; n4100, nDf67 IV; miR-55-56 (luc180) X</i> | Only expresses miR-54 (slow growing) from miR-51Fam. Luc180: clean deletion pre-miR-56 and pre-mir-55 hairpins by CRISPR. luc158: cassette containing T2A::wormScarlet::TY1::H2B inserted in the stop codon position of kal-1.  | This study. |
| MLC2396 | <i>kal-1 (luc158) I; n4100, nDf67 IV; mir-56 (luc177) X</i>    | Only expresses miR-54 and miR-55 from miR-51Fam. Luc177: clean deletion of the pre-miR-56 hairpin by CRISPR. luc158: cassette containing T2A::wormScarlet::TY1::H2B inserted in the stop codon position of kal-1.               | This study. |
| MLC2684 | <i>kal-1 (luc158) I; nDf67, n4100 IV</i>                       | Only expresses the miR-54C from the miR-51Fam. luc158: cassette containing T2A::wormScarlet::TY1::H2B inserted in the stop codon position of kal-1.                                                                             | This study. |
| MLC2441 | <i>kal-1 (luc158, luc186) I.</i>                               | luc158: cassette containing T2A::wormScarlet::TY1::H2B inserted in the stop codon position of kal-1. luc186: miR-51Fam seed recognition element replaced by the Isy-6 complete binding site sequence (66).                      | This study. |
| MLC2469 | <i>hst-3.2 (luc190) X.</i>                                     | luc190: cassette containing T2A::mNeonGreen::TY1::H2B inserted in the stop codon position of hst-3.2.                                                                                                                           | This study. |
| MLC2542 | <i>nDf67, n4100 IV; nDf58, hst-3.2 (luc190) X; lucEx1057</i>   | miR-51Fam (0); luc190: cassette containing T2A::mNeonGreen::TY1::H2B inserted in the stop codon position of hst-3.2.; lucEx1057: exarray expressing fosmid containing miR-54C. Markers: ttx-3::gfp + mir-35p::gfp               | This study. |
| MLC2521 | <i>n4100, nDf67 IV; hst-3.2 (luc190) X.</i>                    | Only expresses the miR-54C from the miR-51Fam. luc190: cassette containing T2A::mNeonGreen::TY1::H2B inserted in the stop codon position of hst-3.2.                                                                            | This study. |
| MLC2541 | <i>n4100, nDf67 IV; mir-56 (luc177), hst-3.2 (luc190) X</i>    | Only expresses miR-54 and miR-55 from miR-51Fam. luc177: clean deletion of the pre-miR-56 hairpin by CRISPR. luc190: cassette containing T2A::mNeonGreen::TY1::H2B inserted in the stop codon position of hst-3.2.              | This study. |
| MLC2548 | <i>n4100, nDf67 IV; miR-55-56 (luc180), hst-3.2 (luc190) X</i> | Only expresses miR-54 (slow growing) from miR-51Fam. Luc180: clean deletion pre-miR-56 and pre-mir-55 hairpins by CRISPR. luc190: cassette containing T2A::mNeonGreen::TY1::H2B inserted in the stop codon position of hst-3.2. | This study. |
| MLC2573 | <i>hst-3.2 (luc190, luc199) X.</i>                             | luc190: cassette containing T2A::mNeonGreen::TY1::H2B inserted in the stop codon position of hst-3.2. luc199: miR-51Fam seed recognition element replaced by the Isy-6 complete binding site                                    | This study. |

|         |                                                                                                                |                                                                                                                                                                                                                                 |             |
|---------|----------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------|
|         |                                                                                                                | sequence (66), modified to include a BsiWI restriction site (CGtacgTTATACAAAA).                                                                                                                                                 |             |
| MLC2575 | <i>lin-12 (luc200) III.</i>                                                                                    | luc200: cassette containing T2A::wormScarlet::TY1::H2B inserted in the stop codon position of lin-12.                                                                                                                           | This study. |
| MLC2576 | <i>lin-12 (luc200) III; n4100, nDf67 IV</i>                                                                    | Only expresses the miR-54C from the miR-51Fam. luc200: cassette containing T2A::wormScarlet::TY1::H2B inserted in the stop codon position of lin-12.                                                                            | This study. |
| MLC2577 | <i>lin-12 (luc200) III; n4100, nDf67 IV; mir-56 (luc177) X.</i>                                                | Only expresses miR-54 and miR-55 from miR-51Fam. luc177: clean deletion of the pre-miR-56 hairpin by CRISPR. luc200: cassette containing T2A::wormScarlet::TY1::H2B inserted in the stop codon position of lin-12.              | This study. |
| MLC2578 | <i>lin-12 (luc200) III; n4100, nDf67 IV; miR-55-56 (luc180) X.</i>                                             | Only expresses miR-54 (slow growing) from miR-51Fam. Luc180: clean deletion pre-miR-56 and pre-mir-55 hairpins by CRISPR. luc200: cassette containing T2A::wormScarlet::TY1::H2B inserted in the stop codon position of lin-12. | This study. |
| MLC2579 | <i>lin-12 (luc200) III; nDf67, n4100 IV; nDf58 X; lucEx1057</i>                                                | miR-51Fam (0); luc200: cassette containing T2A::wormScarlet::TY1::H2B inserted in the stop codon position of lin-12.; lucEx1057: Exarray expressing fosmid containing miR-54C. Markers: ttx-3::gfp + mir-35p::gfp               | This study. |
| MLC2574 | <i>lin-12 (luc198) III.</i>                                                                                    | luc198: cassette containing T2A::wormScarlet::TY1::H2B inserted in the stop codon position of lin-12. Both miR-51Fam seed recognition elements replaced by the lsy-6 complete binding site sequence (66)                        | This study. |
| MLC2646 | <i>kal-1 (luc216) I; hst-3.2 (luc215), hst-6 (luc218) X</i>                                                    | luc215-218: miR-51Fam seed recognition element replaced for the lsy-6 binding site (66), modified to include a BsiWI restriction site (CGtacgTTATACAAAA).                                                                       | This study. |
| MLC2703 | <i>efn-4 (luc242), vab-2 (luc244), efn-2 (luc246) IV</i>                                                       | luc242-246: miR-51Fam seed recognition element replaced for the lsy-6 binding site (66), modified to include a BsiWI restriction site (CGtacgTTATACAAAA).                                                                       | This study. |
| MLC2745 | <i>kal-1 (luc216) I; efn-4 (luc242), vab-2 (luc244), efn-2 (luc246) IV; hst-3.2 (luc215), hst-6 (luc218) X</i> | luc215-246: miR-51Fam seed recognition element replaced for the lsy-6 binding site (66), modified to include a BsiWI restriction site (CGtacgTTATACAAAA).                                                                       | This study. |

|         |                                                                                                                                                                                                        |                                                                                                                                                           |             |
|---------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------|-------------|
| MLC2772 | <i>kal-1 (luc216) I; eff-1 (luc259) II; efn-4 (luc242), vab-2 (luc244), efn-2 (luc246) IV; hst-3.2 (luc215), hst-6 (luc218) X</i>                                                                      | luc215-259: miR-51Fam seed recognition element replaced for the lsy-6 binding site (66), modified to include a BsiWI restriction site (CGtacgTTATACAAAA). | This study. |
| MLC2774 | <i>kal-1 (luc216) I; eff-1 (luc259) II; efn-4 (luc242), vab-2 (luc244), hst-1 (luc261), efn-2 (luc246) IV; hst-3.2 (luc215), hst-6 (luc218) X</i>                                                      | luc215-261: miR-51Fam seed recognition element replaced for the lsy-6 binding site (66), modified to include a BsiWI restriction site (CGtacgTTATACAAAA). | This study. |
| MLC2778 | <i>kal-1 (luc216) I; eff-1 (luc259) II; efn-4 (luc242), vab-2 (luc244), hst-1 (luc261), efn-2 (luc246) IV; hst-3.2 (luc215), hst-6 (luc218), hst-2 (luc263) X</i>                                      | luc215-263: miR-51Fam seed recognition element replaced for the lsy-6 binding site (66), modified to include a BsiWI restriction site (CGtacgTTATACAAAA). | This study. |
| MLC2791 | <i>kal-1 (luc216) I; eff-1 (luc259) II; lon-1 (luc268) III; efn-4 (luc242), vab-2 (luc244), hst-1 (luc261), efn-2 (luc246) IV; hst-3.2 (luc215), hst-6 (luc218), hst-2 (luc263) X</i>                  | luc215-268: miR-51Fam seed recognition element replaced for the lsy-6 binding site (66), modified to include a BsiWI restriction site (CGtacgTTATACAAAA). | This study. |
| MLC2805 | <i>kal-1 (luc216) I; eff-1 (luc259) II; lon-1 (luc268), lin-12 (luc271) III; efn-4 (luc242), vab-2 (luc244), hst-1 (luc261), efn-2 (luc246) IV; hst-3.2 (luc215), hst-6 (luc218), hst-2 (luc263) X</i> | luc215-271: miR-51Fam seed recognition element replaced for the lsy-6 binding site (66), modified to include a BsiWI restriction site (CGtacgTTATACAAAA). | This study. |
| MLC2828 | <i>mig-1 (luc272), kal-1 (luc216) I; eff-1 (luc259) II; lon-1 (luc268), lin-12 (luc271) III; efn-4 (luc242), vab-2 (luc244), hst-1 (luc261), efn-2</i>                                                 | luc215-272: miR-51Fam seed recognition element replaced for the lsy-6 binding site (66), modified to include a BsiWI restriction site (CGtacgTTATACAAAA). | This study. |

|         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |                                                                                                                                                                                                                                                                                                                                                                                                                    |             |
|---------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------|
|         | <p>(<i>luc246</i>) IV; <i>hst-3.2</i><br/> (<i>luc215</i>), <i>hst-6</i><br/> (<i>luc218</i>), <i>hst-2</i><br/> (<i>luc263</i>) X</p>                                                                                                                                                                                                                                                                                                                                                                                |                                                                                                                                                                                                                                                                                                                                                                                                                    |             |
| MLC2835 | <p><i>mig-1</i> (<i>luc272</i>), <i>kal-1</i><br/> (<i>luc216</i>) I; <i>eff-1</i><br/> (<i>luc259</i>) II; <i>lon-1</i><br/> (<i>luc268</i>), <i>cdh-3</i><br/> (<i>luc275</i>) <i>lin-12</i><br/> (<i>luc271</i>) III; <i>efn-4</i><br/> (<i>luc242</i>), <i>vab-2</i><br/> (<i>luc244</i>), <i>hst-1</i><br/> (<i>luc261</i>), <i>efn-2</i><br/> (<i>luc246</i>) IV; <i>hst-3.2</i><br/> (<i>luc215</i>), <i>hst-6</i><br/> (<i>luc218</i>), <i>hst-2</i><br/> (<i>luc263</i>) X</p>                               | <p>luc215-275: miR-51Fam seed recognition element replaced for the <i>Isy-6</i> binding site (66), modified to include a BsiWI restriction site (CGtacgTTATACAAAA).</p>                                                                                                                                                                                                                                            | This study. |
| MLC2858 | <p><i>mig-1</i> (<i>luc272</i>), <i>cog-1</i> (<i>luc280</i>), <i>kal-1</i><br/> (<i>luc216</i>) I; <i>eff-1</i><br/> (<i>luc259</i>) II; <i>lon-1</i><br/> (<i>luc268</i>), <i>cdh-3</i><br/> (<i>luc275</i>) <i>lin-12</i><br/> (<i>luc271</i>) III; <i>efn-4</i><br/> (<i>luc242</i>), <i>vab-2</i><br/> (<i>luc244</i>), <i>hst-1</i><br/> (<i>luc261</i>), <i>efn-2</i><br/> (<i>luc246</i>) IV; <i>hst-3.2</i><br/> (<i>luc215</i>), <i>hst-6</i><br/> (<i>luc218</i>), <i>hst-2</i><br/> (<i>luc263</i>) X</p> | <p>luc215-275: miR-51Fam seed recognition element replaced for the <i>Isy-6</i> binding site (66), modified to include a BsiWI restriction site (CGtacgTTATACAAAA). <i>luc280</i>: small deletion that covers both binding sites for <i>Isy-6</i> in the <i>cog-1</i> 3'UTR.</p>                                                                                                                                   | This study. |
| MLC2936 | <p><i>mig-1</i> (<i>luc272</i>), <i>cog-1</i> (<i>luc280</i>), <i>kal-1</i><br/> (<i>luc216</i>) I; <i>eff-1</i><br/> (<i>luc259</i>) II; <i>lon-1</i><br/> (<i>luc268</i>), <i>cdh-3</i><br/> (<i>luc275</i>) <i>lin-12</i><br/> (<i>luc271</i>) III; <i>efn-4</i><br/> (<i>luc242</i>), <i>vab-2</i><br/> (<i>luc244</i>), <i>hst-1</i><br/> (<i>luc261</i>), <i>efn-2</i><br/> (<i>luc246</i>) IV; <i>hst-3.2</i><br/> (<i>luc215</i>), <i>hst-6</i><br/> (<i>luc218</i>), <i>hst-2</i><br/> (<i>luc263</i>) X</p> | <p>luc215-275: miR-51Fam seed recognition element replaced for the <i>Isy-6</i> binding site (66), modified to include a BsiWI restriction site (CGtacgTTATACAAAA). <i>luc280</i>: small deletion that covers both binding sites for <i>Isy-6</i> in the <i>cog-1</i> 3'UTR. <i>lucEx1417</i>: expresses <i>Isy-6</i> under the <i>mir-52</i> promoter. Pick <i>myo-2::mcherry</i> positive worms to maintain.</p> | This study. |

|         |                                                                                                                                                                                        |                                                                                                                                                                                                                        |             |
|---------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------|
| MLC2885 | <i>eff-1 (luc259) II; hst-3.2 (luc215) X; lucEx1399 (tph-1p::gfp, ttx-3::mcherry)</i>                                                                                                  | luc215-259: miR-51Fam seed recognition element replaced for the lsy-6 binding site (66), modified to include a BsiWI restriction site (CGtacgTTATACAAAA). lucEx1399: tph-1p::gfp, ttx-3::mcherry. Outcrossed isolate 1 | This study. |
| MLC2886 | <i>eff-1 (luc259) II; hst-3.2 (luc215) X; lucEx1399 (tph-1p::gfp, ttx-3::mcherry)</i>                                                                                                  | luc215-259: miR-51Fam seed recognition element replaced for the lsy-6 binding site (66), modified to include a BsiWI restriction site (CGtacgTTATACAAAA). lucEx1399: tph-1p::gfp, ttx-3::mcherry. Outcrossed isolate 2 | This study. |
| MLC2887 | <i>lon-1 (luc268), cdh-3 (luc275) lin-12 (luc271) III; lucEx1399 (tph-1p::gfp, ttx-3::mcherry)</i>                                                                                     | luc268-275: miR-51Fam seed recognition element replaced for the lsy-6 binding site (66), modified to include a BsiWI restriction site (CGtacgTTATACAAAA). lucEx1399: tph-1p::gfp, ttx-3::mcherry. Outcrossed isolate 1 | This study. |
| MLC2888 | <i>lon-1 (luc268), cdh-3 (luc275) lin-12 (luc271) III; lucEx1399 (tph-1p::gfp, ttx-3::mcherry)</i>                                                                                     | luc268-275: miR-51Fam seed recognition element replaced for the lsy-6 binding site (66), modified to include a BsiWI restriction site (CGtacgTTATACAAAA). lucEx1399: tph-1p::gfp, ttx-3::mcherry. Outcrossed isolate 2 | This study. |
| MLC2889 | <i>kal-1 (luc216) I; efn-4 (luc242), vab-2 (luc244), hst-1 (luc261), efn-2 (luc246) IV; hst-3.2 (luc215), hst-6 (luc218), hst-2 (luc263) X; lucEx1399 (tph-1::gfp, ttx-3::mcherry)</i> | luc215-263: miR-51Fam seed recognition element replaced for the lsy-6 binding site (66), modified to include a BsiWI restriction site (CGtacgTTATACAAAA). lucEx1399: tph-1p::gfp, ttx-3::mcherry. Outcrossed isolate 1 | This study. |
| MLC2890 | <i>kal-1 (luc216) I; efn-4 (luc242), vab-2 (luc244), hst-1 (luc261), efn-2 (luc246) IV; hst-3.2 (luc215), hst-6 (luc218), hst-2 (luc263) X; lucEx1399 (tph-1::gfp, ttx-3::mcherry)</i> | luc215-263: miR-51Fam seed recognition element replaced for the lsy-6 binding site (66), modified to include a BsiWI restriction site (CGtacgTTATACAAAA). lucEx1399: tph-1p::gfp, ttx-3::mcherry. Outcrossed isolate 2 | This study. |

|         |                                                                                                                                                                                                                                                                              |                                                                                                                                                                                                                        |             |
|---------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------|
| MLC2891 | <i>mig-1 (luc272), kal-1 (luc216) I; eff-1 (luc259) II; lon-1 (luc268), cdh-3 (luc275) lin-12 (luc271) III; efn-4 (luc242), vab-2 (luc244), hst-1 (luc261), efn-2 (luc246) IV; hst-3.2 (luc215), hst-6 (luc218), hst-2 (luc263) X; lucEx1399 (tph-1::gfp, ttx-3::mcherry</i> | luc215-275: miR-51Fam seed recognition element replaced for the lsy-6 binding site (66), modified to include a BsiWI restriction site (CGtacgTTATACAAAA). lucEx1399: tph-1p::gfp, ttx-3::mcherry. Outcrossed isolate 1 | This study. |
| MLC2892 | <i>mig-1 (luc272), kal-1 (luc216) I; eff-1 (luc259) II; lon-1 (luc268), cdh-3 (luc275) lin-12 (luc271) III; efn-4 (luc242), vab-2 (luc244), hst-1 (luc261), efn-2 (luc246) IV; hst-3.2 (luc215), hst-6 (luc218), hst-2 (luc263) X; lucEx1399 (tph-1::gfp, ttx-3::mcherry</i> | luc215-275: miR-51Fam seed recognition element replaced for the lsy-6 binding site (66), modified to include a BsiWI restriction site (CGtacgTTATACAAAA). lucEx1399: tph-1p::gfp, ttx-3::mcherry. Outcrossed isolate 2 | This study. |
| MLC2893 | <i>mig-1 (luc272), kal-1 (luc216) I; eff-1 (luc259) II; lon-1 (luc268), cdh-3 (luc275) lin-12 (luc271) III; efn-4 (luc242), vab-2 (luc244), hst-1 (luc261), efn-2 (luc246) IV; hst-3.2 (luc215), hst-6 (luc218), hst-2 (luc263) X; lucEx1399 (tph-1::gfp, ttx-3::mcherry</i> | luc215-275: miR-51Fam seed recognition element replaced for the lsy-6 binding site (66), modified to include a BsiWI restriction site (CGtacgTTATACAAAA). lucEx1399: tph-1p::gfp, ttx-3::mcherry. Outcrossed isolate 3 | This study. |

## Other Supplementary Materials

### Movie S1. (separate file)

Embryogenesis of a wild-type embryo imaged under Nomarski optics from mid gastrulation until hatching, about 10 hours. Playback speed is ~700x the normal developmental time. Note the first phase of elongation until the “comma” stage, then as twitching begins the muscle-driven phase of elongation stretches the embryo to its final length. *C. elegans* embryos are 50x30  $\mu\text{m}$ .

### Movie S2. (separate file)

Embryogenesis of three embryos lacking miR-51<sup>Fam</sup> imaged under Nomarski optics from mid gastrulation for about 10 hours. Playback speed is ~700x the normal developmental time. Note the first phase of elongation until the “comma” stage proceeds seemingly normally. Twitching begins, suggesting muscles are active, but the second phase of elongation fails to fully stretch the embryo to its final length. These embryos fail to hatch, representative of 50-60% of *mir-51fam* (0) embryos. *C. elegans* embryos are 50x30  $\mu\text{m}$ .

### Data S1. (separate file)

Small RNA sequencing data. 

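Data S1 gives for each library a UMI count of every miRNA strand multiplied by a constant of that library. The constant is the median, over the spike-ins with more than 5 UMIs, of the amount of a spike-in divided by its UMI count. Between 97.0% and 100% of the strands have the same rounded UMI count in data S1 and in the deposited counts of the same library. Of the 8 spike-ins, 7 were counted in every library. The constant makes amounts comparable between libraries only as far as the spike-ins were recovered alike, and a strand with 3 UMIs corresponds to 0.476 amol per μg in wild type replicate 1 and to 28.5 amol per μg in replicate 1 of the strain with the miR-53 hairpin.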

Spike-in normalized miRNA quantification (in amoles/ $\mu\text{g}$  of total RNA) in comma-stage embryos of different genotypes: N2 (wild type), MLC1800 (miR-51 family null), MLC2290 (miR-54 cluster only), MLC2394 (miR-54, -55 only), MLC2393 (miR-54 only), MLC1997 (pre-mir-52 hairpin endogenously replaced by pre-mir-51 hairpin, all other miR-51fam deleted), MLC1918 (pre-mir-52 hairpin endogenously replaced by pre-mir-57mut hairpin, all other miR-51fam deleted), MLC1917 (pre-mir-52 hairpin endogenously replaced by pre-mir-53 hairpin, all other miR-51fam deleted). For each genotype, independent duplicates were sequenced. We report each replicate independently, as well as an average for each genotype.

### Data S2. (separate file)

mRNA sequencing data (Quant-seq). Normalized reads and differential expression analysis between wild type embryos and miR-51 family null embryos at three different stages (190-cells, bean and 2-fold). Each stage is in a separate sheet in the Excel workbook. Two independent duplicates for each genotype are reported. Log2FC and p values reported are from DE-seq analysis.

## REFERENCES AND NOTES

1. C. Alberti, L. Cochella, A framework for understanding the roles of miRNAs in animal development. *Development* **144**, 2548–2559 (2017).
2. L. F. Sempere, C. N. Cole, M. A. McPeck, K. J. Peterson, The phylogenetic distribution of metazoan microRNAs: Insights into evolutionary complexity and constraint. *J. Exp. Zool. B Mol. Dev. Evol.* **306**, 575–588 (2006).
3. A. M. Heimberg, A. M. Heimberg, L. F. Sempere, L. F. Sempere, V. N. Moy, V. N. Moy, P. C. J. Donoghue, P. C. J. Donoghue, K. J. Peterson, K. J. Peterson, MicroRNAs and the advent of vertebrate morphological complexity. *Proc. Natl. Acad. Sci. U.S.A.* **105**, 2946–2950 (2008).
4. A. Grimson, M. Srivastava, B. Fahey, B. J. Woodcroft, H. R. Chiang, N. King, B. M. Degnan, D. S. Rokhsar, D. P. Bartel, Early origins and evolution of microRNAs and Piwi-interacting RNAs in animals. *Nature* **455**, 1193–1197 (2008).
5. B. Fromm, D. Domanska, E. Høye, V. Ovchinnikov, W. Kang, E. Aparicio-Puerta, M. Johansen, K. Flatmark, A. Mathelier, E. Hovig, M. Hackenberg, M. R. Friedländer, K. J. Peterson, MirGeneDB 2.0: The metazoan microRNA complement. *Nucleic Acids Res.* **48**, D132–D141 (2020).
6. A. W. Clarke, E. Høye, A. A. Hembrom, V. M. Paynter, J. Vinther, Ł. Wyrożemski, I. Biryukova, A. Formaggioni, V. Ovchinnikov, H. Herlyn, A. Pierce, C. Wu, M. Aslanzadeh, J. Cheneby, P. Martinez, M. R. Friedländer, E. Hovig, M. Hackenberg, S. U. Umu, M. Johansen, K. J. Peterson, B. Fromm, MirGeneDB 3.0: Improved taxonomic sampling, uniform nomenclature of novel conserved microRNA families and updated covariance models. *Nucleic Acids Res.* **53**, D116–D128 (2025).
7. N. S. Sokol, P. Xu, Y. N. Jan, V. Ambros, *Drosophila* let-7 microRNA is required for remodeling of the neuromusculature during metamorphosis. *Genes Dev.* **22**, 1591–1596 (2008).

8. E. Alvarez-Saavedra, H. R. Horvitz, Many families of *C. elegans* microRNAs are not essential for development or viability. *Curr. Biol.* **20**, 367–373 (2010).
9. W. R. Shaw, J. Armisen, N. J. Lehrbach, E. A. Miska, The conserved miR-51 microRNA family is redundantly required for embryonic development and pharynx attachment in *Caenorhabditis elegans*. *Genetics* **185**, 897–905 (2010).
10. J. Brennecke, A. Stark, R. B. Russell, S. M. Cohen, Principles of microRNA–target recognition. *PLoS Biol.* **3**, e85 (2005).
11. A. Grimson, K. K.-H. Farh, W. K. Johnston, P. Garrett-Engele, L. P. Lim, D. P. Bartel, MicroRNA targeting specificity in mammals: Determinants beyond seed pairing. *Mol. Cell* **27**, 91–105 (2007).
12. J. P. Broughton, M. T. Lovci, J. L. Huang, G. W. Yeo, A. E. Pasquinelli, Pairing beyond the seed supports microRNA targeting specificity. *Mol. Cell* **64**, 320–333 (2016).
13. R. J. Parchem, J. Ye, R. L. Judson, M. F. LaRussa, R. Krishnakumar, A. Blelloch, M. C. Oldham, R. Blelloch, Two miRNA clusters reveal alternative paths in late-stage reprogramming. *Cell Stem Cell* **14**, 617–631 (2014).
14. K. Chen, N. Rajewsky, The evolution of gene regulation by transcription factors and microRNAs. *Nat. Rev. Genet.* **8**, 93–103 (2007).
15. S. Lutzmayer, B. Enugutti, M. D. Nodine, Novel small RNA spike-in oligonucleotides enable absolute normalization of small RNA-Seq data. *Sci. Rep.* **7**, 5913 (2017).
16. P. J. Dexheimer, J. Wang, L. Cochella, Two microRNAs are sufficient for embryonic patterning in *C. elegans*. *Curr. Biol.* **30**, 5058–5065.e5 (2020).
17. N. J. Martinez, M. C. Ow, J. S. Reece-Hoyes, M. I. Barrasa, V. R. Ambros, A. J. M. Walhout, Genome-scale spatiotemporal analysis of *Caenorhabditis elegans* microRNA promoter activity. *Genome Res.* **18**, 2005–2015 (2008).

18. N. J. Martinez, R. I. Gregory, Argonaute2 expression is post-transcriptionally coupled to microRNA abundance. *RNA* **19**, 605–612 (2013).
19. B. Reichholf, V. A. Herzog, N. Fasching, R. A. Manzenreither, I. Sowemimo, S. L. Ameres, Time-resolved small RNA sequencing unravels the molecular principles of microRNA homeostasis. *Mol. Cell* **75**, 756–768.e7 (2019).
20. B. P. Lewis, C. B. Burge, D. P. Bartel, Conserved seed pairing, often flanked by adenosines, indicates that thousands of human genes are microRNA targets. *Cell* **120**, 15–20 (2005).
21. B. J. Reinhart, F. J. Slack, M. Basson, A. E. Pasquinelli, J. C. Bettinger, A. E. Rougvie, H. R. Horvitz, G. Ruvkun, The 21-nucleotide let-7 RNA regulates developmental timing in *Caenorhabditis elegans*. *Nature* **403**, 901–906 (2000).
22. B. R. M. Schulman, A. Esquela-Kerscher, F. J. Slack, Reciprocal expression of lin-41 and the microRNAs let-7 and mir-125 during mouse embryogenesis. *Dev. Dyn.* **234**, 1046–1054 (2005).
23. Y.-C. Lin, L.-C. Hsieh, M.-W. Kuo, J. Yu, H.-H. Kuo, W.-L. Lo, R.-J. Lin, A. L. Yu, W.-H. Li, Human TRIM71 and its nematode homologue are targets of let-7 microRNA and its zebrafish orthologue is essential for development. *Mol. Biol. Evol.* **24**, 2525–2534 (2007).
24. P. Gutiérrez-Pérez, E. M. Santillán, T. Lendl, J. Wang, A. Schrempf, T. L. Steinacker, M. Asparuhova, M. Brandstetter, D. Haselbach, L. Cochella, miR-1 sustains muscle physiology by controlling V-ATPase complex assembly. *Sci. Adv.* **7**, eabh1434 (2021).
25. V. Agarwal, G. W. Bell, J.-W. Nam, D. P. Bartel, Predicting effective microRNA target sites in mammalian mRNAs. *eLife* **4**, 101 (2015).
26. J. S. Simske, J. Hardin, Getting into shape: Epidermal morphogenesis in *Caenorhabditis elegans* embryos. *Bioessays* **23**, 12–23 (2001).

27. E. I. Rugarli, E. Di Schiavi, M. A. Hilliard, S. Arbucci, C. Ghezzi, A. Faccioli, G. Coppola, A. Ballabio, P. Bazzicalupo, The Kallmann syndrome gene homolog in *C. elegans* is involved in epidermal morphogenesis and neurite branching. *Development* **129**, 1283–1294 (2002).
28. H. E. Bülow, K. L. Berry, L. H. Topper, E. Peles, O. Hobert, Heparan sulfate proteoglycan-dependent induction of axon branching and axon misrouting by the Kallmann syndrome gene *kal-1*. *Proc. Natl. Acad. Sci. U.S.A.* **99**, 6346–6351 (2002).
29. C. A. Díaz-Balzac, M. I. Lázaro-Peña, G. A. Ramos-Ortiz, H. E. Bülow, The adhesion molecule KAL-1/anosmin-1 regulates neurite branching through a SAX-7/L1CAM-EGL-15/FGFR receptor complex. *Cell Rep.* **11**, 1377–1384 (2015).
30. M. L. Hudson, T. Kinnunen, H. N. Cinar, A. D. Chisholm, *C. elegans* Kallmann syndrome protein KAL-1 interacts with syndecan and glypican to regulate neuronal cell migrations. *Dev. Biol.* **294**, 352–365 (2006).
31. A. Sebé-Pedrós, B. M. Degnan, I. Ruiz-Trillo, The origin of Metazoa: A unicellular perspective. *Nat. Rev. Genet.* **18**, 498–512 (2017).
32. X. Lin, Functions of heparan sulfate proteoglycans in cell signaling during development. *Development* **131**, 6009–6021 (2004).
33. E. Tecle, C. A. Diaz-Balzac, H. E. Bülow, Distinct 3-O-sulfated heparan sulfate modification patterns are required for *kal-1*-dependent neurite branching in a context-dependent manner in *Caenorhabditis elegans*. *G3* **3**, 541–552 (2013).
34. L. S. Babonis, M. Q. Martindale, Phylogenetic evidence for the modular evolution of metazoan signalling pathways. *Philos. Trans. R. Soc. B Biol. Sci.* **372**, 20150477 (2017).
35. M. Labouesse, Role of the extracellular matrix in epithelial morphogenesis: A view from *C. elegans*. *Organogenesis* **8**, 65–70 (2012).

36. D. C. Merz, G. Alves, T. Kawano, H. Zheng, J. G. Culotti, UNC-52/perlecan affects gonadal leader cell migrations in *C. elegans* hermaphrodites through alterations in growth factor signaling. *Dev. Biol.* **256**, 173–186 (2003).
37. T. Kinnunen, Z. Huang, J. Townsend, M. M. Gatlula, J. R. Brown, J. D. Esko, J. E. Turnbull, Heparan 2-O-sulfotransferase, hst-2, is essential for normal cell migration in *Caenorhabditis elegans*. *Proc. Natl. Acad. Sci. U.S.A.* **102**, 1507–1512 (2005).
38. T. T. K. Vuong-Brender, X. Yang, M. Labouesse, *C. elegans* embryonic morphogenesis. *Curr. Top. Dev. Biol.* **116**, 597–616 (2016).
39. J. M. Boshier, B.-S. Hahn, R. Legouis, S. Sookhareea, R. M. Weimer, A. Gansmuller, A. D. Chisholm, A. M. Rose, J.-L. Bessereau, M. Labouesse, The *Caenorhabditis elegans* vab-10 spectraplakins isoforms protect the epidermis against internal and external forces. *J. Cell Biol.* **161**, 757–768 (2003).
40. H. Zahreddine, H. Zhang, M. Diogon, Y. Nagamatsu, M. Labouesse, CRT-1/calreticulin and the E3 ligase EEL-1/HUWE1 control hemidesmosome maturation in *C. elegans* development. *Curr. Biol.* **20**, 322–327 (2010).
41. A. Vasquez-Rifo, G. Jannot, J. Armisen, M. Labouesse, S. I. A. Bukhari, E. L. Rondeau, E. A. Miska, M. J. Simard, Developmental characterization of the microRNA-specific *C. elegans* Argonautes *alg-1* and *alg-2*. *PLOS ONE* **7**, e33750–11 (2012).
42. C. Desai, G. Garriga, S. L. McIntire, H. R. Horvitz, A genetic pathway for the development of the *Caenorhabditis elegans* HSN motor neurons. *Nature* **336**, 638–646 (1988).
43. C. Rhiner, S. Gysi, E. Fröhli, M. O. Hengartner, A. Hajnal, Syndecan regulates cell migration and axon guidance in *C. elegans*. *Development* **132**, 4621–4633 (2005).
44. M. E. Pedersen, G. Snieckute, K. Kagias, C. Nehammer, H. A. B. Multhaupt, J. R. Couchman, R. Pocock, An epidermal microRNA regulates neuronal migration through control of the cellular glycosylation state. *Science* **341**, 1404–1408 (2013).

45. T. K. Kinnunen, Combinatorial roles of heparan sulfate proteoglycans and heparan sulfates in *Caenorhabditis elegans* neural development. *PLOS ONE* **9**, e102919 (2014).
46. K. Saied-Santiago, R. A. Townley, J. D. Attonito, D. S. da Cunha, C. A. Díaz-Balzac, E. Tecle, H. E. Bülow, Coordination of heparan sulfate proteoglycans with Wnt signaling to control cellular migrations and positioning in *Caenorhabditis elegans*. *Genetics* **206**, 1951–1967 (2017).
47. Y. Iosilevskii, B. Podbilewicz, Programmed cell fusion in development and homeostasis. *Curr. Top. Dev. Biol.* **144**, 215–244 (2021).
48. Y. Yang, Y. Zhang, W.-J. Li, Y. Jiang, Z. Zhu, H. Hu, W. Li, J.-W. Wu, Z.-X. Wang, M.-Q. Dong, S. Huang, G. Ou, Spectraplakins induce positive feedback between fusogens and the actin cytoskeleton to promote cell-cell fusion. *Dev. Cell* **41**, 107–120.e4 (2017).
49. L. Cochella, O. Hobert, Embryonic priming of a miRNA locus predetermines postmitotic neuronal left/right asymmetry in *C. elegans*. *Cell* **151**, 1229–1242 (2012).
50. B. T. Kasper, S. Koppolu, L. K. Mahal, Insights into miRNA regulation of the human glycome. *Biochem. Biophys. Res. Commun.* **445**, 774–779 (2014).
51. D. M. Kasper, J. Hintzen, Y. Wu, J. J. Ghera, H. K. Mandl, K. E. Salinas, W. Armero, Z. He, Y. Sheng, Y. Xie, D. W. Heindel, E. J. Park, W. C. Sessa, L. K. Mahal, C. Lebrilla, K. K. Hirschi, S. Nicoli, The N-glycome regulates the endothelial-to-hematopoietic transition. *Science* **370**, 1186–1191 (2020).
52. A. Sowińska-Seidler, M. Piwecka, E. Olech, M. Socha, A. Latos-Bieleńska, A. Jamsheer, Hyperosmia, ectrodactyly, mild intellectual disability, and other defects in a male patient with an X-linked partial microduplication and overexpression of the KAL1 gene. *J. Appl. Genet.* **56**, 177–184 (2015).
53. A. J. Giraldez, R. M. Cinalli, M. E. Glasner, A. J. Enright, J. M. Thomson, S. Baskerville, S. M. Hammond, D. P. Bartel, A. F. Schier, MicroRNAs regulate brain morphogenesis in zebrafish. *Science* **308**, 833–838 (2005).

54. R. J. Parchem, N. Moore, J. L. Fish, J. G. Parchem, T. T. Braga, A. Shenoy, M. C. Oldham, J. L. R. Rubenstein, R. A. Schneider, R. Blelloch, miR-302 is required for timing of neural differentiation, neural tube closure, and embryonic viability. *Cell Rep.* **12**, 760–773 (2015).
55. A. L. Abbott, E. Alvarez-Saavedra, E. A. Miska, N. C. Lau, D. P. Bartel, H. R. Horvitz, V. Ambros, The let-7 microRNA family members mir-48, mir-84, and mir-241 function together to regulate developmental timing in *Caenorhabditis elegans*. *Dev. Cell* **9**, 403–414 (2005).
56. S. Kataruka, M. Modrak, V. Kinterova, R. Malik, D. M. Zeitler, F. Horvat, J. Kanka, G. Meister, P. Svoboda, MicroRNA dilution during oocyte growth disables the microRNA pathway in mammalian oocytes. *Nucleic Acids Res.* **48**, 8050–8062 (2020).
57. M. N. McCall, M.-S. Kim, M. Adil, A. H. Patil, Y. Lu, C. J. Mitchell, P. Leal-Rojas, J. Xu, M. Kumar, V. L. Dawson, T. M. Dawson, A. S. Baras, A. Z. Rosenberg, D. E. Arking, K. H. Burns, A. Pandey, M. K. Halushka, Toward the human cellular microRNAome. *Genome Res.* **27**, 1769–1781 (2017).
58. S. Brenner, The genetics of *Caenorhabditis elegans*. *Genetics* **77**, 71–94 (1974).
59. A. Paix, A. Folkmann, D. Rasoloson, G. Seydoux, High efficiency, homology-directed genome editing in *Caenorhabditis elegans* using CRISPR-Cas9 ribonucleoprotein complexes. *Genetics* **201**, 47–54 (2015).
60. S. R. Sternberg, Biomedical image processing. *Computertomographie* **16**, 22–34 (1983).
61. T. Smith, A. Heger, I. Sudbery, UMI-tools: Modeling sequencing errors in unique molecular identifiers to improve quantification accuracy. *Genome Res.* **27**, 491–499 (2017).

62. A. Dobin, C. A. Davis, F. Schlesinger, J. Drenkow, C. Zaleski, S. Jha, P. Batut, M. Chaisson, T. R. Gingeras, STAR: Ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15–21 (2013).
63. S. Anders, P. T. Pyl, W. Huber, HTSeq—A Python framework to work with high-throughput sequencing data. *Bioinformatics* **31**, 166–169 (2015).
64. M. I. Love, W. Huber, S. Anders, Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* **15**, 550 (2014).
65. S. G. Clark, C. Chiu, *C. elegans* ZAG-1, a Zn-finger-homeodomain protein, regulates axonal development and neuronal differentiation. *Development* **130**, 3781–3794 (2003).
66. D. Didiano, O. Hobert, Perfect seed pairing is not a generally reliable predictor for miRNA-target interactions. *Nat. Struct. Mol. Biol.* **13**, 849–851 (2006).

How the deposited data were processed for this re-analysis (not part of the article)

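Small RNAs of 50 comma-stage embryos per library were sequenced in 16 libraries of 8 strains, with 2 libraries per strain. The authors' pipeline assigned reads to miRNA strands, and the values that the authors deposited are estimated counts, without normalization: reads, and UMIs, where a read that fits several strands is divided among them. A further deposited column gives the count of UMIs in full for each strand. Strands without a read in a library are left out of its list and were taken as 0. The lists hold between 166 and 324 strands per library and 366 in all, of which 354 lie outside the miR-51 family. They hold no spike-ins, piRNAs or other small RNAs. Non-miRNA small RNAs (fig. S2D) and the piRNA normalization that the methods name are therefore not analysed here.

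UMIs were multiplied by the spike-in scale of each library. The scale was taken as the smallest positive amount that data S1 gives for the library, which stands for a single UMI. It is the median of amount over UMI count across the spike-ins with more than 5 UMIs. The UMI counts of the spike-ins were calculated back from data S1 with this scale. The conversion from spike-ins added per embryo to amol per μg of total RNA is contained in the amounts of data S1 and is not stated in the paper's text. The libraries held between 18481 and 844718 UMIs on miRNAs and between 533 and 32149 UMIs on spike-ins, and 1.05 to 1.63 reads per UMI. Amounts are means with the SD of 2 libraries, and the SD of a ratio between strains is propagated from both. The null strain, the deletion strains and the replacement strains were each compared with wild type, and the deletion strains with each other. The family total of a strain sums the guide strands of the members that it keeps.

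Strands with at least 10 UMIs in at least 2 libraries were fitted in edgeR 4.0.16 under R 4.3.3, with rounded UMIs, library sizes set from the spike-ins, all 16 libraries in 1 fit and the quasi-likelihood test, and p-values were adjusted by Benjamini and Hochberg's method over the 162 strands. The biological coefficient of variation was 32.6%. Standard errors were computed from the log2 fold change and the F statistic. Strands were called at an adjusted p under 0.05. Ratios and totals were compared by exact permutation of log2 amounts, whose p cannot go below 0.333 with 2 libraries against 2, and the deletion series by an exact Jonckheere-Terpstra test over 90 arrangements. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for the other values. The fit was tested on simulated data with 54 of 162 strands changed: between 0% and 9.52% of calls were false, and 0 strands were called in a set where nothing was changed. In 50 further draws of unchanged strains, at most 4 strands outside the family were called in a strain.

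The strands named are both strands of mir-51 to mir-57, miR-35 to miR-42 as a group, and, for each strain, up to 5 other strands with the largest change among those with an adjusted p under 0.05 whose libraries lie on the same side of both wild-type libraries. miR-44-5p, and a list of 5 strands of the developmental timing pathway (lin-4, let-7, miR-48, miR-84 and miR-241), were chosen after the values were seen. Alternatives were the sum of all 8 spike-ins, median-of-ratios of the spike-ins, TMM over the other miRNAs, the sum of the other miRNAs, reads in place of UMIs, DESeq2 1.42.0, no filter, at least 50 UMIs, the 2 strains of a comparison alone in the fit, the replicate number as a block, a log2 fold change of at least 1, all 6 guide strands in the family total, and each library left out in turn. UMIs counted in full, a correction for UMIs shared by distinct molecules, and the alternatives of the trend test, of the ratios within wild type and of the miR-35 to miR-42 group were added after seeing the data. Coordinates are those of the WBcel235 annotation in Ensembl release 115.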

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

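All tests of explanations given here were chosen only after the result was seen.

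Fig. S2E compares the null strain with wild type, and the paper shows no such comparison for the other strains. Among the 150 tested strands outside the family, the miR-54 and miR-55 only strain had 1 called strand, the miR-54 only strain 10, the strain with the miR-51 hairpin 4 (miR-70-3p, miR-85-3p, miR-78-3p and miR-244-5p) and the strain with the miR-53 hairpin 4 (miR-70-3p, miR-77-3p, lin-4-5p and miR-235-3p). In 50 simulated draws of unchanged strains that share the wild-type libraries, 8 gave at least as many calls in the miR-54 and miR-55 only strain, so that its count is within chance, and 0 did in the other 3 strains. A strand had the same dispersion in all strains of a draw. The measured replicates differed unequally, with a chi-square per degree of freedom of 40.4 in the miR-54 only strain. It was 10.7 in wild type, 17.8 with the miR-51 hairpin and 11.5 with the miR-53 hairpin. The draws therefore cannot put the 10 calls of the miR-54 only strain beyond chance. miR-70-3p was called higher in 5 strains, the null strain among them. Together with miR-78-3p it was among the 2 strands that lay above both wild-type libraries in all 14 others, and miR-44-5p and miR-62-5p lay below. On the spike-in scale, 50 simulated draws gave up to 2 strands above in a draw, with a mean of 0.7, and up to 4 below, so that the 2 above just reach what the draws gave. The 50 draws used for the calls gave up to 4 above and 4 below. With the sum of the other miRNAs, 3 strands lay above and 5 below, where 50 draws simulated for that scaling gave up to 3 above and 3 below. With TMM, 3 lay above and 7 below, where the draws gave up to 2 and 5. Whether chance with shared wild-type libraries is enough therefore stays open. In the draws used for the calls, no strand was called in more than 4 strains, against 5 for miR-70-3p. No biological explanation was tested for miR-70-3p.

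Some of the strands called in the miR-54 only strain and with the miR-53 hairpin belong to the developmental timing pathway, which was followed with a list of 5 strands, all with UMIs in wild type and 3 of them called in a strain. Their sum was 764 amol per μg of total RNA in replicate 1 of the miR-54 only strain against 94.4 in replicate 2, 313 in replicate 2 with the miR-51 hairpin against 113 in replicate 1, and 740 in replicate 1 with the miR-53 hairpin against 172 in replicate 2. The other 13 libraries lay between 19.4 and 172. The most abundant of the 5 in replicate 1 of the miR-54 only strain, miR-48-5p, had 443 amol per μg there and 28.2 in replicate 2. An error in the scale of these libraries is argued against, since it cancels in the share of the 5 strands in the other miRNAs, which was at least 0.305% in the 3 libraries and at most 0.193% in the other 13. The genotype as the whole cause is argued against too, since their replicates have the same genotype and shares of at most 0.167%, within the 0.0206% to 0.193% of the other 5 strains. In amounts, 2 of the 3 replicates lay within the range of these strains and that with the miR-53 hairpin, at 172 amol per μg, just above their largest value of 163. A contribution of the genotype beside another cause stays open. The strands and strains were picked for the difference, and the replicates of the miR-54 and miR-55 only strain, which was not picked, also differed by a factor of 2.88. RNA of older animals in these libraries may contribute and stays open too: across 85 strands outside the list, the replicate differences of the 3 strains correlated in pairs with r = 0.282, 0.638 and 0.318 (Spearman's rho 0.227, 0.475 and 0.168; permutation p = 0.0082, 0.0001 and 0.0041 for r and 0.0413, 0.0001 and 0.126 for rho, where 0.0001 is the smallest that the permutations can give; Benjamini-Hochberg adjusted p = 0.0082, 0.0003 and 0.00615 for r). Strands are not independent replicates, and among the other 5 strains the 10 pairs reached r = 0.571, so that these correlations do not decide. Whether the genotype slows or speeds development of the collected embryos was not tested.

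miR-54 amounted to 10383.5 amol per μg in replicate 1 of the miR-54 only strain, for which Fig. S2B plots a single value, and to 5573 in replicate 2. The ratio of the replicates was at least 1.86 under all 3 spike-in scalings. These scalings use the same spike-in UMIs, so that they do not test the sampling error of these UMIs. The replicates held 6643 and 7317 spike-in UMIs, whose sampling error was not computed. By spike-in, replicates 1 and 2 held 4750 and 5284, 669 and 758, 690 and 720, 294 and 294, and 171 and 172. The rarer spike-ins had 43 and 62, 24 and 25, and 2 and 2. Sampling error of these UMIs is argued against, since the separate spike-ins did not scatter by a factor near 1.86. A factor shared by all miRNAs of replicate 1, from the recovery of spike-ins or from the RNA content of the embryos, is a candidate explanation: the median ratio of the other miRNAs between the replicates was 1.71. Spike-in recovery and RNA content were not separated.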

How the results depend on the processing

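The alternatives were chosen before the data were examined, except UMIs counted in full, the correction for shared UMIs, and the alternatives of the trend test, of the ratios within wild type and of the miR-35 to miR-42 group, which were chosen after seeing the data. The trend test under its alternatives and the check of replicate pairing are the tests chosen only after the result was seen.

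Of 276 values of the main results under an alternative, 239 kept their direction and side of the threshold or moved by less than the spread between replicates, 35 moved further, 2 passed a threshold that they had not passed, and no call changed its direction. The 239 include all 70 values with 1 library left out. With 2 libraries per strain, leaving 1 out can hardly move a value by more than the spread, so these 70 tested little. Ratios that no test called did cross 1 under some alternatives, as given with their values. Of 620 values for single strands or members, 20 no longer passed the threshold, 1 newly passed it, 29 moved and no called strand changed its direction.

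With reads in place of UMIs, miR-52 relative to the cluster in wild type was 2.17 and miR-52 relative to miR-53 was 31.5. The ratio of miR-55 to miR-54 was 1.39 and that of miR-56 to miR-54 was 1.4. The correction for shared UMIs divides the reads of a library by the reads per UMI of its less abundant strands. Within a library it therefore gives the same ratios as reads by construction and is no separate test of them. The ratios move because miR-52 and other abundant strands have more reads per UMI in wild type. The total of the miR-54 and miR-55 only strain relative to the cluster only strain was 0.436 with median-of-ratios of the spike-ins, 0.511 with TMM and 0.450 with the sum of the other miRNAs, and the cause was not tested. The trend across the deletion series had p = 0.0111 in the exact test with TMM or with the sum of the other miRNAs, the smallest p it can give, and 0.0889 under the other alternatives that were run. The total of the miR-54 only strain relative to the miR-54 and miR-55 only strain ranged from 0.746 to 1.39 with each library left out in turn, and against 1.07 on the spike-in scale it was 0.976 with the sum of all 8 spike-ins, 0.952 with median-of-ratios, 0.731 with TMM and 0.820 with the sum of the other miRNAs. By construction, TMM and the sum of the other miRNAs remove any factor that all miRNAs of a library share, and the spike-in scalings keep it. Total other miRNAs relative to wild type were 1.00 in the null strain and 0.978 with the miR-57 hairpin under TMM. Under TMM they fell below wild type in 4 strains, to 0.857 from 1.11 with the miR-51 hairpin, to 0.837 from 1.11 with the miR-53 hairpin, to 0.893 from 1.07 in the cluster only strain and to 0.906 from 1.24 in the miR-54 only strain, and rose to 1.01 from 0.976 in the miR-54 and miR-55 only strain. They were 0.963 with the miR-57 hairpin under median-of-ratios, where the cause was not tested. TMM is itself set on these miRNAs and so cannot show a change of their total.

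The number of other strands called depended on the settings more than the amounts did. With only the 2 strains of a comparison in the fit, 18 strands (6 higher, 12 lower) were called in the null strain, 10 (8 higher, 2 lower) in the cluster only strain, 7 (4 higher, 3 lower) in the miR-54 and miR-55 only strain, 4 in the miR-54 only strain, 29 (26 higher, 3 lower) with the miR-51 hairpin and 21 (2 higher, 19 lower) with the miR-57 hairpin. Without a filter, 1 was called in the cluster only strain, 19 in the miR-54 only strain, 15 (13 higher, 2 lower) with the miR-51 hairpin, 3 (all lower) with the miR-57 hairpin and 7 with the miR-53 hairpin, and the null strain had 6, 4 higher and 2 lower. Reads gave 3 (1 higher, 2 lower) in the null strain. TMM gave 8 (4 higher, 4 lower) with the miR-51 hairpin, 1 with the miR-57 hairpin and 2 (1 higher, 1 lower) with the miR-53 hairpin. The sum of the other miRNAs gave 11 (8 higher, 3 lower), 1 and 2 (2 higher, 0 lower) for the same strains, and median-of-ratios gave 1 with the miR-57 hairpin. The split into higher and lower shifted as well: TMM gave 7 (3 higher, 4 lower) in the null strain and 9 (6 higher, 3 lower) in the miR-54 only strain, and the sum of the other miRNAs gave 8 (3 higher, 5 lower) and 7 (6 higher, 1 lower). The cause of these changes was not tested. DESeq2 called 8, 0, 1, 9, 5, 0 and 4 strands in the null, cluster only, miR-54 and miR-55 only, miR-54 only, miR-51 hairpin, miR-57 hairpin and miR-53 hairpin strains, where the strains with 0 had 4 and 11 strands at an unadjusted p under 0.05.

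With the replicate number as a block, the counts in the same order were 8, 0, 1, 8, 4, 0 and 3, and the strains with 0 had 6 and 12 strands at an unadjusted p under 0.05. Replicate numbers do not pair the libraries: over the 28 pairs of strains, the correlation of replicate differences across 88 strands ranged from -0.418 to 0.669 and was above 0.1 in 10.

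Calls at this depth and number of libraries miss many changes, but no simulation varied depth or replicate number on its own. Recovery of 2-fold changes was 12.1% in the miR-54 only strain, with a median of 168435 UMIs, and 18.2% with the miR-53 hairpin, with 60305. In simulated libraries, the recovery of 4-fold changes was lowest with the miR-53 hairpin, at 46.9%, where replicate 1 holds 18481 UMIs. That of 2-fold changes was lowest with the miR-57 hairpin, at 11.1%. These percentages come from a single simulated set with 54 changed strands per strain. Differences between strains can therefore not be read as an effect of depth. Scaling to piRNAs was not run, since the lists hold none.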

Differences from the paper's values

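None of the values given here comes from a test chosen only after the result was seen. The values read from Fig. S2 did not differ from those computed here in the main analysis by more than the set limits. These limits were wide, since 1.47 here against about 1.0 in Fig. S2B counted as no difference. Under the alternatives, 1 value read from Fig. S2B differed by more than the limits, without replicate 2 of the miR-54 only strain. The amounts of data S1 match by construction, since the scale used here comes from data S1.

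The paper states that the dose decreases with each deletion of the series. The total of the miR-54 only strain was 7978 amol per μg of total RNA and that of the miR-54 and miR-55 only strain 7473, a ratio of 1.07. Of the alternatives set before the data were examined, the ratio was below 1 with the sum of all 8 spike-ins (0.976), median-of-ratios of the spike-ins (0.952), TMM (0.731), the sum of the other miRNAs (0.820) and without miR-54 only replicate 1 (0.746), and above 1 with reads (1.15), with all 6 guide strands (1.09), without miR-54 only replicate 2 (1.39) and without either library of the miR-54 and miR-55 only strain (1.06 and 1.07). Read by eye, miR-54 in the miR-54 only strain was about 1.0 times its level in the cluster only strain in Fig. S2B, against 1.47 here, or 1.03 without replicate 1 and 1.92 without replicate 2.

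The paper states that other miRNAs kept their absolute numbers. Of the 150 strands tested in the null strain, 143 were not called, which does not go against the legend of Fig. S2E, and 7 were called at an adjusted p under 0.05. The total of all 354 strands outside the family was 0.763 of wild type on the spike-in scale (two-sided exact permutation test, p = 0.333, the smallest possible). With the miR-57 hairpin, which the paper reports to restore development, it was 0.828, also higher in 0 of 4 pairs. In the remaining strains it was 0.976 to 1.24. The fall is thus not particular to the null strain. For the null strain TMM gave 1.00, but it is set on these miRNAs and cannot show a change of their total. The paper reports much the same results when scaling to piRNAs, which was not run here. In the miR-54 only strain, 140 of 150 were not called.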

Other observations

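All tests of explanations given here were chosen only after the result was seen.

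The null strain held more of miR-54, miR-55 and miR-56 than of the other members. In each library, the lowest percentage of wild type among these members was at least 8.40 times the highest among miR-51, miR-52 and miR-53, which argues against wild-type RNA or reads of the wild-type libraries as the source of the excess. Reads of cluster-carrying libraries spread over all libraries are argued against too, since the 6 libraries of the replacement strains held at most 1.37% of the wild-type amount of any member of the cluster, against at least 4.90% in the null strain. That value is consistent with a contribution of the extrachromosomal array of MLC1800, in the embryos or in their mothers, as the array holds the miR-54 cluster. Whether collected embryos transcribe the array stays open. At the share seen in the cluster only strain, 72.9 passenger UMIs of the 3 members would be present in the null libraries. These libraries held 19, a ratio of 0.261. The shortfall lay mostly in miR-54 (5 against 33.9) and miR-56 (3 against 25.2), while miR-55 had 11 against 13.8. In the 14 libraries that lack miR-52, its background also had fewer passenger reads than its guide would give (22 against 54.8). The shortfall therefore cannot be told apart from one that foreign reads show.

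miR-52 had more reads per UMI in wild type than less abundant strands of the same library, by a factor of 1.55 in replicate 1 and 1.21 in replicate 2, which has fewer UMIs. Distinct molecules with the same UMI are a candidate explanation. Amplification of the miR-52 sequence itself is argued against by the median of 0.981 in the 14 libraries that lack miR-52. With reads divided by the reads per UMI of less abundant strands, miR-52 in wild type amounted to 29991 amol per μg of total RNA. The factor for miR-51 was 1.13 and 1.03 in wild type and 1.09 and 1.18 in the strain with the miR-51 hairpin.

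All 6 strands lower in the null strain are the less abundant strand of their hairpin, as are 50 of the 150 tested strands. Across 50 hairpins, the median difference in log2 fold change between the less and the more abundant strand was -0.43 in the null strain, lower for 38 of 50, and lay between -0.33 and 0.05 in the other mutant strains. No explanation of this was tested.

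miR-57-5p amounted to 810 ± 104 amol per μg in wild type (SD, n = 2). In the strain that expresses miR-57 with the seed of miR-51 from the miR-52 locus it amounted to 511 ± 49.9. Strains without that replacement had similar amounts, 481 ± 12.4 in the null strain and 569 ± 83.0 in the miR-54 and miR-55 only strain. In the remaining strains the mean lay between 805 and 1237 amol per μg. No strand in the counts is named for the edited hairpin, and its amount is not analysed here.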
